# Involvement of Mitochondria in the Selective Response to Microsecond Pulsed Electric Fields on Healthy and Cancer Stem Cells in the Brain

**DOI:** 10.3390/ijms25042233

**Published:** 2024-02-13

**Authors:** Arianna Casciati, Anna Rita Taddei, Elena Rampazzo, Luca Persano, Giampietro Viola, Alice Cani, Silvia Bresolin, Vincenzo Cesi, Francesca Antonelli, Mariateresa Mancuso, Caterina Merla, Mirella Tanori

**Keywords:** cancer stem cells (CSCs), glioma, medulloblastoma, normal human astrocyte, CD133 protein, mitochondria dysfunction, transcriptomics, filopodium-like protrusions

## Abstract

In the last few years, pulsed electric fields have emerged as promising clinical tools for tumor treatments. This study highlights the distinct impact of a specific pulsed electric field protocol, PEF-5 (0.3 MV/m, 40 μs, 5 pulses), on astrocytes (NHA) and medulloblastoma (D283) and glioblastoma (U87 NS) cancer stem-like cells (CSCs). We pursued this goal by performing ultrastructural analyses corroborated by molecular/omics approaches to understand the vulnerability or resistance mechanisms triggered by PEF-5 exposure in the different cell types. Electron microscopic analyses showed that, independently of exposed cells, the main targets of PEF-5 were the cell membrane and the cytoskeleton, causing membrane filopodium-like protrusion disappearance on the cell surface, here observed for the first time, accompanied by rapid cell swelling. PEF-5 induced different modifications in cell mitochondria. A complete mitochondrial dysfunction was demonstrated in D283, while a mild or negligible perturbation was observed in mitochondria of U87 NS cells and NHAs, respectively, not sufficient to impair their cell functions. Altogether, these results suggest the possibility of using PEF-based technology as a novel strategy to target selectively mitochondria of brain CSCs, preserving healthy cells.

## 1. Introduction

In recent years, pulsed electric fields (PEFs) have become a promising clinical treatment in oncology. The effectiveness of PEF-based technologies such as electrochemotherapy, gene electrotransfer, and calcium electroporation in treating tumors depends on their ability to facilitate the uptake of chemotherapeutic agents, therapeutic genes, and calcium into the tumor tissue [1,2,3,4,5]. In contrast, other PEF treatments, such as irreversible electroporation, high-frequency irreversible electroporation, and nanopulse stimulation, are primarily based on the ablative effect of the PEF itself leading to cell death [6,7,8,9,10]. Some preview studies have demonstrated that the application of PEFs can lead to a susceptible effect in a cell-specific manner. The selectivity of the treatment was based on cell-specific lethal electric field thresholds, attributed to the different morphology of the cells [11,12,13].

To potentiate the offer of electric-mediated therapies and their effects, our group started to study the action of PEF on brain cancer stem cells (CSCs) representing the main cause of such tumor recurrence and relapse against which current approaches are ineffective [14,15,16]. In this context, our previous studies demonstrated that a specific electric pulse protocol, PEF-5 (0.3 MV/m, 40 μs, 5 pulses), showed a different impact on medulloblastoma (MB) D283 CSCs [4] compared with glioblastoma (GBM) CSCs (U87 NS, grown as neurospheres) [15]. In D283 cells, PEF-5 exposure triggered high levels of cell death associated with irreversible electroporation and a process of radiosensitization, resulting in complete eradication of tumor masses in vivo [14]. Conversely, PEF-5 exposure induced reversible electroporation in U87 NS, with consequent low levels of cell death and induction of neuronal differentiation, resulting in radioresistance but decreasing the clonogenic capacity and the ability of cells to migrate [15]. Normal human astrocytes (NHAs), used as representatives of healthy cells and present in the surrounding area of brain tumors, maintained their viability after undergoing reversible electroporation induced by PEF-5 [14]. The three cell models selected for this study exhibit different CD133-positive cell content. The CSC phenotypes of both MB and GBM were demonstrated in previous characterizations conducted by our group [4,15].

The present study aims to elucidate the PEF-5 selective mechanism in the different cell types, previously mentioned, as it results in a vulnerable or resistant response. To achieve this goal, an ultrastructural analysis was performed to fully understand specific cellular responses to PEF. Considering the plasmatic membrane as a main target of PEFs [2,14], scanning and transmission electron microscopy (SEM and TEM, respectively) analyses were performed to study changes on the cell surface, pointing our attention to transmembrane protein CD133. We investigated the morphological alterations in the cytoskeleton and internal compartments, including organelles such as mitochondria, after exposure. Specifically, the actin cytoskeleton is organized into various structures, including stress fibers, lamellipodia, filopodia, microvilli, retraction fibers, and stereocilia [5]. Among these structures, filopodium-like protrusions have a role in several cellular processes, including adhesion, intercellular communication, and motility [5,17]. In tumor cells, they are believed to contribute to highly invasive behavior and therapy resistance [18,19]. Finally, a transcriptional analysis corroborated SEM and TEM outcomes and provided us with a comprehensive understanding of the specific susceptibility or resistance mechanisms that were activated in response to PEF-5 exposure across the various cell types. Our findings suggest that mitochondrial organelles are the elective target of PEF-5, supported also by intracellular ATP evaluation and mitochondria membrane depolarization results.

It is worth mentioning that mitochondria play a crucial role in the maintenance of cell survival and CSC resistance [20]. Some studies suggest that CD133 expression may be influenced by environmental conditions and stress responses, such as hypoxia and mitochondrial dysfunction [21,22]. CD133 is a cell surface marker expressed in CSCs and is widely used as a representative marker for human stem and progenitor cells [23,24,25,26,27]. CD133-positive CSCs exhibit characteristics such as unlimited self-renewal capacity and the ability to drive tumor initiation and progression [26,28]. Additionally, high CD133 expression is closely associated with resistance to chemotherapy and radiation therapy, as well as increased survival [28,29,30]. This study highlights that the impact of PEF-5 on mitochondria is in correlation with CD133-positive cell content observed in the different cell types. The altered mitochondrial functionality, induced by PEF-5, might explain the selective action of electric exposure on brain CSCs and NHAs. Moreover, mitochondrial dysfunction could be employed as a strategy to induce the death of CSCs. In fact, despite CSCs representing a small fraction of tumor tissues, they are frequently associated with aggressive, heterogeneous, and therapy-resistant tumors [31,32,33,34,35] that still represent a difficult oncologic challenge.

## 2. Results

### 2.1. SEM Analysis: PEF-5 Exposure Induces Filopodia Disappearance and Cell Swelling

SEM analysis was performed 1 h after PEF-5 exposure to evaluate specific effects on the cellular surface. The analysis highlighted a round cell shape in all sham-exposed samples, with membrane filopodium-like protrusions distributed on the whole cell surface (Figure 1a,c,e). In each cell line, they present distinct morphologies: in NHAs and D283 cells, they are filiform, while in U87 NS cells, they are shorter and tightly bundled.

One hour after PEF-5 exposure, the filopodium-like protrusions disappeared in all analyzed cells (Figure 1b,d,f), leaving a smooth cellular surface, particularly evident in U87 NS cells, where non-uniformly distributed pores were clearly observed (Figure 1f, inset). This phenomenon was associated with a rapid and severe swelling observed in NHAs and U87 NS cells (30% and 44% respectively; Figure 1b,f,g) that was milder in pulsed D283 cells (11%; Figure 1d,g). 

### 2.2. PEF-5 Exposure Alters CD133 Protein Expression and Its Localization in MB CSCs

Given that the plasma membrane is the primary target of PEFs, we conducted an analysis on the transmembrane protein CD133. To sustain the hypothesis that CD133 protein can be a molecular mediator of the differential response of PEF-5, we analyzed CD133-positive cell proportion by flow cytometry. This protein was detected in 15% of NHA, 90% [4] of D283, and 29% of U87 NS cells (Figure S1). The flow cytometric analysis showed a significant decrease of CD133-positive cell proportion at 1 h and 24 h after PEF-5 exposure in D283 cells (Figure 2a–c) and no significant perturbation was observed in U87 NS cells (Figure 2d–f) compared with relative controls. Immunogold electron microscopy (IEM) analysis was performed to localize the CD133 protein at the ultrastructural level in D283 cells. Gold particles were detected on the plasma membrane of the cellular surface protrusions only in sham-exposed cells (Figure 2g,h). When pulsed cells were analyzed, no filopodia were observed and only rare gold particles along the flat regions of the plasma membrane were noted 1 h after treatment (Figure 2i,j).

### 2.3. TEM Analysis: PEF-5 Induces Further Cytoskeleton Alterations

Ultrastructural analysis of sham-exposed cells showed rounded shapes and confirmed the presence of filopodium-like protrusions on the surface of all analyzed cells. The cytoskeleton was uniformly distributed in the cytoplasm and cytoplasmic organelles, such as mitochondria, the endoplasmic reticulum (ER), and the Golgi apparatus, and vesicles appeared to have a healthy physiological morphology (Figure 3a,d,g). One hour after PEF exposure, TEM images confirmed the absence of membrane filopodium-like protrusions in both NHAs and CSCs (Figure 3b,e,h). Moreover, TEM analysis evidenced alterations in cytoskeleton distribution within all PEF-5-exposed cells (Figure 3b,c,e,f,h,i); a rearrangement of the cytoskeleton with a well-organized network of densely packed intermediate filaments (10 nm in diameter) was often observed close to the nucleus region (highlighted as the colored area in Figure 3b,c,e,f,h,i). In addition, 24 h after PEF-5 exposure, fluorescent F-actin staining highlighted a normal distribution of actin filaments in NHAs (Figure S2a,b). On the contrary, in D283 and U87 NS cells, a persistent retraction of filopodium-like protrusions was associated with a disorganized distribution of actin inside the cells (Figure S2c–f, respectively). 

### 2.4. TEM Analysis: PEF-5 Exposure Activates MVB Formation in NHAs and Affects Mitochondria in MB and GBM CSCs

In NHAs, 1 h after pulse exposure, TEM analysis highlighted a significant increase in vesiculation (14-fold PEF-5 vs. sham, Figure S3a–e,n), with lamellar bodies inside the larger vesicles and microvesicles. Multivesicular bodies were also found on the cell surface, involved in a process of extrusion from the cell, suggesting a significant increase in multivesicular body (MVB) formation (Figure S3e). In contrast, a small alteration in vesiculation was observed in D283 cells (PEF-5 vs. sham 1.4-fold; Figure S3f–i,n) and a negligible alteration in U87 NS cells (Figure S3j–n). Interestingly, in both NHA and U87 NS cells, the ER appeared to be significantly enlarged (PEF-5 vs. sham 2.6-fold and 2.5-fold, respectively; Figure S3a–e,j–m,o), and only a negligible alteration was observed in D283 cells (PEF-5 vs. sham 1.04-fold; Figure S3f–i,o). This effect appears to be proportional to the different swelling of these cells. Morphological analysis of TEM images of pulsed NHA and U87 NS cells revealed that 34% and 36% of cells, respectively, had at least a damaged mitochondrion (Figure 4a,b,e,f). All pulsed D283 cells (100%) presented damaged mitochondria, with stroma and cristae nearly entirely disorganized (Figure 4c,d). In addition, analysis at the single-cell level revealed 100% damaged mitochondria in each analyzed D283 pulsed cell (Figure 4g); damaged mitochondria were only sporadically observed in each analyzed NHA and U87 NS pulsed cell (3.6% and 2.4%, respectively, Figure 4g). Further, the mitochondrial area in U87 NS cells was significantly smaller, reduced by 30% compared with that of the control group. (Figure 4h).

### 2.5. Mitochondrial Function Assessment

TEM ultrastructural images of PEF-5-exposed cells highlighted altered mitochondrial morphology in the analyzed cells, which was particularly consistent in D283 cells, and milder in NHAs and in U87 NS cells, suggesting a possible mitochondrial dysfunction as an answer to PEF-5 exposure. To support this hypothesis, we evaluated the level of intracellular ATP 30 min after PEF-5 exposure. The luminescence fold change with respect to relative control revealed a significant depletion of ATP in pulsed D283 cells, with a 90% intracellular reduction of ATP (Figure 5a). Furthermore, PEF-5 exposure did not induce any significant decrease of intracellular ATP in NHAs, and a decrease was observed in U87 NS cells but it was not statistically significant. In addition, cytofluorimetric analysis using JC-1 as a specific sensor of mitochondrial potential was performed to evaluate if there was a correspondence between mitochondrial membrane depolarization and the level of ATP depletion. The introduction of JC-1 dye highlighted a mitochondrial membrane potential disruption after PEF-5 exposure in both D283 (Figure 5b,c) and U87 NS cells (Figure 5e,f). In fact, results showed a significant decrease in the red/green fluorescence intensity ratio that was particularly strong in D283 cells (reduced 13-fold with respect to relative control (Figure 5d)), and reduced 1.5-fold in U87 NS cells (Figure 5g), confirming a total dysfunction of mitochondria in MB CSCs as a prompt reaction after PEF treatment.

### 2.6. Transcriptional Modulation Induced by PEF-5 Exposure in NHAs, MB, and GBM CSCs

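Of the arrays behind this experiment, those of D283 cells were analysed, and those of NHA and U87 NS were not analysed here. D283 is an established human medulloblastoma cell line, which the paper uses as its model of medulloblastoma cancer stem-like cells (MB CSCs). There were 8 samples, 4 sham-exposed and 4 exposed to PEF-5, all taken 24 h after exposure. PEF-5 was a train of 5 pulses of 40 μs at 1 Hz and 0.3 MV/m, given as 300 V across a cuvette with a gap of 0.1 cm. From each sample, 100 ng of total RNA was amplified, labelled and hybridised to a Clariom S human array, on which the signals of several short probes are summarised into 1 value per transcript cluster, called a probe here. The authors deposited log2 signals per probe that had been background-corrected, normalized and summarised by RMA, with the D283 arrays normalized on their own. The table held 21448 probes, and the median log2 signal of the 8 arrays lay between 6.59 and 6.65. The upper quartile was slightly lower in every PEF-5 array (8.36 to 8.40) than in every sham array (8.41 to 8.46). Small decreases of lists with bright signals are therefore to be read with care. A second quantile normalization, which evens out such differences between arrays, was among the alternatives. Arrays have no read depth, and their number limits the precision of each value.
From these log2 signals, PEF-5 was compared with sham in limma for every probe, with Benjamini-Hochberg adjustment over all probes. Gene names came from the annotation of the array, which paired 17709 probes with a single symbol and covered 17687 genes. Gene groups were 50 lists written from textbook knowledge before the data were examined, although after Table S1 had been read. Each list was tested by preranked gene set enrichment (fgsea) on limma's moderated t, which gives a normalized enrichment score (NES) that is negative for a list lower in PEF-5. This test treats genes as independent, so camera with an estimated correlation between genes was run beside it. By that test no list passed an adjusted p of 0.05 (12 at an unadjusted p), against 27 by fgsea, 26 by camera with a preset correlation and 21 by fry. Lists with hardly any estimated correlation lost their call too, such as the ferroptosis list (correlation -0.0056). By camera its adjusted p was 3.0e-04 with the preset and 0.0939 with the estimated correlation. The loss of calls is therefore not due to correlation between genes alone. Each array's mean log2 signal over a list was also compared between groups by an exact two-sided permutation test, in which 4 arrays against 4 can reach no p below 0.0286. These exact p-values were not adjusted over the 50 lists. The sources used here do not say whether the 4 samples of a group came from separate cultures, so the p-values measure the spread between these samples.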

To evaluate eventual changes in the activation status of any intracellular molecular pathway, 24 h after PEF-5 exposure, we subjected sham and pulsed cells to whole-transcriptome analysis. Interestingly, gene set enrichment analysis (GSEA) performed independently in each cell line showed a common upregulation of very few gene sets upon PEF-5 exposure (Figure 6a). Moreover, we could notice a partial overlap of downregulated processes only between NHA and D283 cells, with U87 NS cells not displaying any significant downregulated pathway (Figure 6b). This result suggested that each cell line could have engaged its specific transcriptional program in response to PEF-5. In particular, in NHAs, PEF-5 exposure significantly downregulated several processes involved in mitosis, chromosome maintenance, DNA replication and repair, and in extracellular matrix structure. Moreover, as a potential oxidative stress response, the *nuclear factor erythroid 2-related factor 2 (NRF2) pathway* and intracellular *ferroptosis*, in association with the *iron uptake and transport pathway*, were upregulated. In addition, the *nucleotide salvage pathway* was activated to recover bases and nucleosides from RNA and DNA degradation (Figure 6b). In D283 cell line, these transcriptional effects were further amplified, revealing after exposure a strong downregulation of *cell cycle* regulation and *DNA replication and repair*, and a significant reduction in *chromatin modification and epigenetic* processes. In contrast, there was a significant upregulation of *ferroptosis* and the *NRF2 pathway*.

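Genes of the cell cycle were lower in PEF-5-exposed D283 cells than in sham as lists by fgsea, by small amounts per gene, and no list passed with an estimated correlation (adjusted p = 0.220 or higher for the G2/M, S-phase and cyclin lists). The 52 measured genes of the G2 phase and mitosis had a median log2 fold change of -0.41, and their mean log2 signal was 8.89 ± 0.21 (SD, n = 4) in PEF-5 and 9.25 ± 0.07 (SD, n = 4) in sham, lower in every PEF-5 array than in every sham array (exact permutation test, p = 0.0286). Of these genes 2 were lower, none was higher and 50 did not pass the test at an adjusted p under 0.05 from limma (28 lower when adjusted over the list alone), and as a list they gave NES -2.98, adjusted p = 4.5e-17 from fgsea, and adjusted p = 0.220 with an estimated correlation. TPX2, a spindle assembly factor, fell with a log2 fold change of -0.65 (standard error 0.11, adjusted p = 0.0199), and KIF11, a mitotic kinesin, with -0.49 (standard error 0.10, adjusted p = 0.0441). Of the 41 S-phase genes none passed the test over all probes (2 lower when adjusted over the list alone, and 19 lower and 0 higher at an unadjusted p under 0.05), with a median log2 fold change of -0.28 and NES -2.68, adjusted p = 1.1e-10 from fgsea, and adjusted p = 0.329 with an estimated correlation. Their mean log2 signal was 9.13 ± 0.23 (SD, n = 4) in PEF-5 and 9.42 ± 0.10 (SD, n = 4) in sham (exact permutation test, p = 0.0571), and PEF-5 replicate 4 lay within the range of the sham arrays. Among 37 cyclins, CDKs and E2F factors, 2 were lower and none was higher (6 lower and 3 higher when adjusted over the list alone), with NES -2.00, adjusted p = 7.1e-04 from fgsea, and adjusted p = 0.310 with an estimated correlation. They were E2F7, a repressor of the E2F family (log2 fold change -0.56, standard error 0.12, adjusted p = 0.0428), and FOXM1, a transcription factor of mitotic genes (log2 fold change -0.53, standard error 0.12, adjusted p = 0.0484). The proliferation marker MKI67 had a log2 fold change of -0.44 (standard error 0.16, adjusted p = 0.202), and the S-phase clamp PCNA -0.18 (standard error 0.11, adjusted p = 0.484). For CDK1 the log2 fold change was -0.40 (standard error 0.14, adjusted p = 0.202), and for CCNB1 it was -0.27 (standard error 0.16, adjusted p = 0.467). TOP2A, a topoisomerase of dividing cells, had a log2 fold change of -0.42 (standard error 0.09, adjusted p = 0.0524), and with the replicate number as a block its adjusted p was 0.0455. Of 7 CDK inhibitors, 1 was higher, CDKN3, a phosphatase that acts on CDKs, with a log2 fold change of 0.64 (standard error 0.10, adjusted p = 0.0147); the list did not pass (NES 1.47, adjusted p = 0.118 from fgsea; 2 higher when adjusted over the list alone). CDKN1A, the p21 inhibitor induced by p53, had a log2 fold change of 0.55 (standard error 0.17, adjusted p = 0.137), with an adjusted p of 0.0260 under the block.
The 52 measured genes of DNA replication had a median log2 fold change of -0.23, and none passed the test, over all probes or when adjusted over the list alone (17 lower and 0 higher at an unadjusted p under 0.05). As a list they were lower by fgsea (NES -2.55, adjusted p = 1.5e-09 from fgsea, and adjusted p = 0.414 with an estimated correlation), while the mean log2 signal was 8.89 ± 0.19 (SD, n = 4) in PEF-5 and 9.10 ± 0.10 (SD, n = 4) in sham (exact permutation test, p = 0.0571). MCM2 had a log2 fold change of -0.18 (standard error 0.12, adjusted p = 0.516). Of 42 genes of homologous recombination and the Fanconi anaemia pathway, 2 were lower and none was higher (6 lower when adjusted over the list alone), with NES -2.44, adjusted p = 1.6e-07 from fgsea, and adjusted p = 0.191 with an estimated correlation. BRIP1, a helicase of this pathway, fell with a log2 fold change of -0.72 (standard error 0.10, adjusted p = 0.00804), and RMI1, which works with BLM in resolving recombination intermediates, with -0.61 (standard error 0.12, adjusted p = 0.0288). BRCA2, a recombination mediator whose probe has a name in Table S1 but not in the annotation, is not counted in the list and had a log2 fold change of -0.75 (standard error 0.10, adjusted p = 0.00804). Of 44 genes of excision, mismatch and end-joining repair none passed (2 lower when adjusted over the list alone, and 6 lower and 1 higher at an unadjusted p under 0.05), with NES -1.80, adjusted p = 0.00530 from fgsea, and adjusted p = 0.238 with an estimated correlation. That fgsea call was lost after a second quantile normalization (adjusted p = 0.0676) and with the dimmer 50% of the probes left out (adjusted p = 0.0645).

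**Figure D1:**
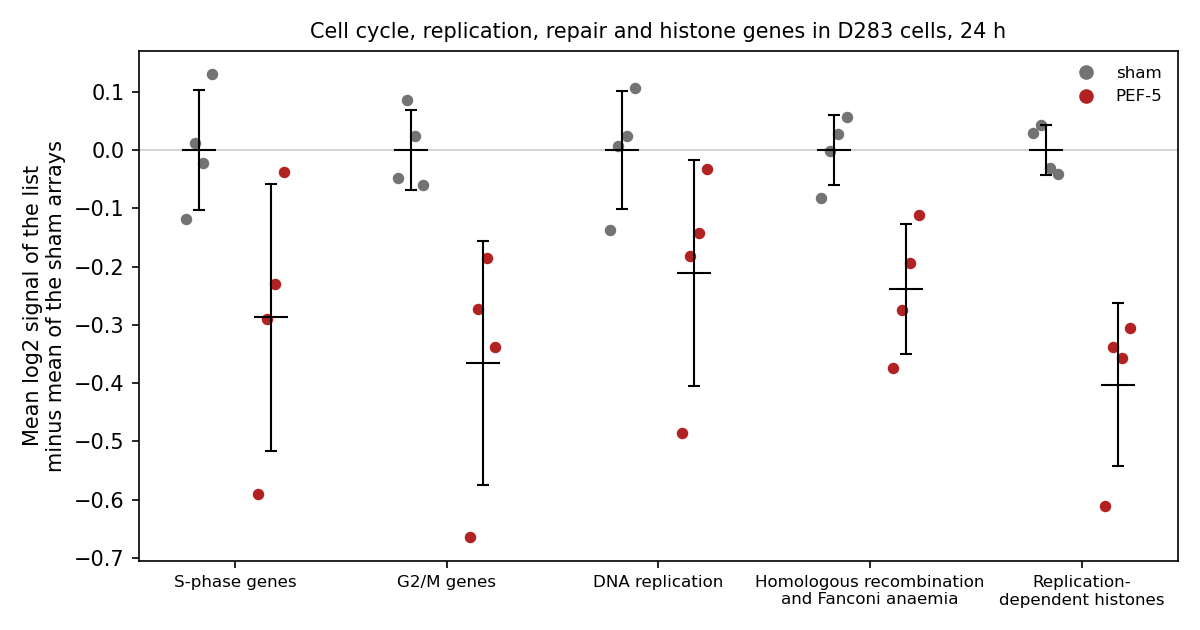
Mean log2 signal of 5 gene lists in each D283 array, minus the mean of the 4 sham arrays (vertical axis). Grey points are sham arrays, red points PEF-5 arrays, and black lines the group mean ± SD. The PEF-5 arrays lie below all sham arrays in the G2/M, homologous recombination and histone lists, and overlap with them in the S-phase and DNA replication lists.

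Each of the lists named here was lower in PEF-5 than in sham in all 4 pairs of samples with the same replicate number, apart from the CDK inhibitors, which were higher in all 4. PEF-5 replicate 1 had the lowest mean of all arrays in the 5 plotted lists, and without it the mean log2 signal of the G2/M, S-phase and DNA replication lists differed by -0.27, -0.19 and -0.12 (PEF-5 minus sham), against -0.37, -0.29 and -0.21 with all arrays. The calls of BRIP1 and BRCA2 held whichever array was left out, and those of KIF11 and FOXM1 were lost whichever was left out (adjusted p up to 0.141 and 0.132). That of E2F7 was lost without sham replicates 1, 2, 3 or 4 or PEF-5 replicates 1, 2 or 3 (adjusted p up to 0.132) and that of RMI1 without sham replicates 1, 2 or 4 or PEF-5 replicates 1, 2 or 3 (adjusted p up to 0.0912). The call of TPX2 was lost without sham replicates 1 or 2 or PEF-5 replicate 2 (adjusted p up to 0.0691) and that of CDKN3 without PEF-5 replicates 2 or 3 (adjusted p up to 0.0518). From the gene set enrichment results in Fig. 6c, the paper states that the transcriptional effects it lists for NHAs were amplified in D283 cells, in which cell cycle regulation and DNA replication and repair were strongly downregulated, and that chromatin modification and epigenetic processes were reduced.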

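As a list, genes that the transcription factor NRF2 switches on were higher in D283 cells 24 h after PEF-5 by fgsea (NES 2.81, adjusted p = 4.4e-12 from fgsea, and adjusted p = 0.191 with an estimated correlation). Of 47 measured NRF2 target genes 13 were higher, none was lower and 34 did not pass the test at an adjusted p under 0.05 from limma (19 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.25. HMOX1, the heme oxygenase that releases iron from heme, had a mean log2 signal of 8.68 ± 1.07 (SD, n = 4) in PEF-5 and 5.59 ± 0.26 (SD, n = 4) in sham, an increase of 8.51-fold (log2 fold change 3.09, standard error 0.43, adjusted p = 0.00804). ABCC3, a transporter of conjugated compounds, rose with a log2 fold change of 2.33 (standard error 0.18, adjusted p = 8.1e-04), from a mean in sham of 4.00, below the lower quartile of every array, so that its size is uncertain. NQO1, a quinone reductase, had a mean log2 signal of 11.23 ± 0.27 (SD, n = 4) in PEF-5 and 9.23 ± 0.39 (SD, n = 4) in sham, an increase of 4.00-fold (log2 fold change 2.00, standard error 0.19, adjusted p = 0.00163). In each of these 3 genes every PEF-5 array was above every sham array, and the calls held whichever array was left out. The mean log2 signal over the NRF2 targets was 8.46 ± 0.16 (SD, n = 4) in PEF-5 and 8.02 ± 0.03 (SD, n = 4) in sham (exact permutation test, p = 0.0286). The 10 regulators of NRF2 did not pass as a list (NES 1.56, adjusted p = 0.0736 from fgsea), with a median log2 fold change of -0.01 and a mean of 0.10, which differ in sign. The list passed without PEF-5 replicate 3 (adjusted p = 0.0443) or PEF-5 replicate 4 (adjusted p = 0.0280). Among them SQSTM1, which draws KEAP1 away from NRF2 and is itself an NRF2 target, was the 1 gene that rose, over all probes and when adjusted over the list alone, with a log2 fold change of 0.73 (standard error 0.11, adjusted p = 0.0139); its adjusted p was 0.0545 without sham replicate 2. NFE2L2, which encodes NRF2, had a log2 fold change of -0.13 (standard error 0.14, adjusted p = 0.705) and KEAP1, its inhibitor, -0.03 (standard error 0.10, adjusted p = 0.913).
Of 37 measured genes of ferroptosis, an iron-dependent cell death through lipid peroxidation, 6 were higher and none was lower (10 higher when adjusted over the list alone), with a median log2 fold change of 0.09. Among those past the test, the 3 largest changes were that of HMOX1, that of SLC7A11, the cystine importer that feeds glutathione synthesis, with a log2 fold change of 1.04 (standard error 0.19, adjusted p = 0.0225), and that of STEAP3, an endosomal iron reductase, with 0.70 (standard error 0.14, adjusted p = 0.0342). Some members whose probes have a name in Table S1 but not in the annotation are not counted in these lists. Of them ACSL3, a fatty acid activating enzyme of the ferroptosis list, was lower, with a log2 fold change of -0.61 (standard error 0.13, adjusted p = 0.0488). The NRF2 target TRIM16L was higher, with 0.70 (standard error 0.14, adjusted p = 0.0322). The call of ACSL3 was lost without sham replicates 1, 2, 3 or 4 or PEF-5 replicates 1, 2 or 3 (adjusted p up to 0.153) and that of TRIM16L without sham replicates 1, 2 or 4 or PEF-5 replicates 1, 2 or 3 (adjusted p up to 0.106). The call of SLC7A11 was lost without sham replicates 1, 2 or 4 or PEF-5 replicates 1, 2 or 3 (adjusted p up to 0.0662), and that of STEAP3 without sham replicates 1, 2, 3 or 4 or PEF-5 replicates 1, 2 or 4 (adjusted p up to 0.110). The mean log2 signal of the ferroptosis list was 7.72 ± 0.07 (SD, n = 4) in PEF-5 and 7.49 ± 0.01 (SD, n = 4) in sham (exact permutation test, p = 0.0286), and the list gave NES 2.24, adjusted p = 2.2e-05 from fgsea, and adjusted p = 0.0939 with an estimated correlation. Without the genes shared with the NRF2 targets, the remaining 32 ferroptosis genes gave an NES of 1.86 (adjusted p = 0.00557 from fgsea), and the 42 NRF2 targets outside the ferroptosis list 2.62 (adjusted p = 3.4e-09). Markers of macrophages and microglia were also higher as a list in the PEF-5 samples (NES 1.63, adjusted p = 0.0449 from fgsea, and adjusted p = 0.220 with an estimated correlation), with an adjusted p of 0.0873 under the replicate block, and none of the 12 genes passed by limma, over all probes or when adjusted over the list alone (0 lower and 1 higher at an unadjusted p under 0.05). Their mean log2 signal was low, at 5.45 ± 0.05 (SD, n = 4) in PEF-5 and 5.30 ± 0.06 (SD, n = 4) in sham. In sham only 2 of the 12 lay above the median array signal. The list therefore does not show that such cells were present.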

As for U87 NS cells, GSEA did not evidence any downregulated pathway in pulsed cells. However, we could observe a significant general overactivation of RNA-related processes, including *tRNA processing* and *mRNA maturation and translation* (Figure 6c).

## 3. Discussion

PEF-based technologies are considered a promising clinical tool in cancer therapy [6]. The ability to cause harmful biological effects on tumors is evaluated by either directly inducing cytotoxicity through PEF exposure or indirectly through the introduction of molecules, therapeutic drugs, or genes into tumor tissues [36]. In this context, our preview studies showed that a specific pulse protocol (PEF-5: 0.3 MV/m, 40 μs, 5 pulses) was able to selectively target CSCs and activate different cellular processes, preserving NHAs [14,15]. In particular, in MB CSCs, PEF-5 exposure induced irreversible membrane permeabilization in association with a high level of apoptosis and senescence via the upregulation of GADD45A, inducing in vivo radiosensitization and resulting in the complete inhibition of tumor growth in combination with radiation exposure [14]. On the contrary, in GBM CSCs, PEF-5 exposure induced reversible electroporation, resulting in a low level of cell death and induction of neuronal differentiation associated with radioresistance, though reducing cell migration and clonogenic capacity [15]. These previous results suggested the possibility of developing ad hoc electrically mediated therapies for each type of tumor-targeted cell by modifying the specific parameters of PEF to neutralize CSCs and eradicate tumors while preserving normal cells in the surrounding tumor area. To reach this ambitious goal, it is essential to further investigate the mechanisms of the achieved selectivity on the various cell types. Because the predominant effect of PEF is the modification of the permeability of the cell membrane [36], an ultrastructural analysis in combination with a molecular/omics approach was adopted in this paper, to explain the vulnerability or resistance mechanisms triggered in different pulsed cells. 

Electron microscopic analyses confirmed that the main targets of PEF are the cell membrane and cytoskeleton, independently, on the exposed cells. For the first time, using a high-resolution electron microscopy technique, we observed membrane filopodium-like protrusion disappearance on the pulsed cell surface (Figure 1, Figure 2 and Figure 3), probably triggered by a strong ionic imbalance (calcium influx) induced by PEF-5 application or by the activation of actin depolymerization [5,37,38]. The current literature has never addressed PEF action on membrane filopodium-like protrusions. However, there is a general reference to cytoskeleton and actin modifications, such as fiber shortening, tightening, fragmentation, sparkling alteration, misalignment, and depolymerization [39], using different methodologies. A smoother and more homogeneous membrane was specifically reported [40] and, on the contrary, an increase in microvilli density was observed post exposure [41,42]. Other PEF-mediated effects described in the literature include cell swelling and blebbing [43]. Cell rounding with the presence of speckled actin spots and cell shape change are also mentioned [44,45]. It appears from the current literature that cell swelling can lead to cytoskeletal disruption. However, several studies also indicate cytoskeletal disruption in the absence of cell swelling, suggesting that additional mechanisms could be involved in this effect. Interestingly, in our investigation, we observed consistent cell swelling in NHAs and U87 NS cells (30% and 44%, respectively) and reduced cell swelling in D283 cells (11%) associated with ER enlargement proportional to cell swelling (Figure 1 and Figure S3). 

Some important differences were revealed in morphologic SEM and TEM analysis. Pulsed NHAs show a strong increase in MVB formation (a 14-fold increase, Supplementary Figure S3), suggesting the activation of a survival mechanism [14,46]. This hypothesis is also supported by the upregulation of the *nucleotide salvage pathway* (Figure 6c), which permits the recovery of bases and nucleosides (recruited in intracellular vesicles) from RNA and DNA degradation. Pulsed NHAs could activate this strategy to repair the damaged area of the membrane and recover from the temporary disruption to maintain their vital functions [14,47,48]. Concomitantly, this notable rise in the occurrence of MVB formation observed in TEM images could be a potential response to oxidative stress, previously observed in NHAs by the authors [14]. Transcriptomic analysis showing the upregulation of *iron uptake and transport* (Figure 6c) suggests the activation of a protective mechanism to buffer iron excess [49,50,51]. The significant *NRF2 pathway* activation (Figure 6c) could contribute to regulating intracellular redox homeostasis in contraposition to *ferroptosis* (Figure 6c), iron-dependent non-apoptotic cell death [52]. Further, GSEA showed a significant downregulation of several processes involved in cell replication, such as mitosis, chromosome maintenance, DNA replication and repair, and extracellular matrix structure, confirming the cell cycle block and inhibition of proliferation that we previously described [14]. 

Conversely, in MB and GBM CSCs, TEM analysis highlights a different impact on the intracellular compartment, suggesting mitochondria are the elective target of PEF-5. Mitochondria alterations are more prominent in MB than GBM CSCs, in correlation with the higher percentage of CD133-positive cell proportion in D283 cells (NHA: 15%; D283: 90% [4]; U87 NS: 29%; Supplementary Figure S1). Some studies indicate a functional role for CD133 in the reactive oxygen species (ROS) defense mechanism in evading anticancer therapies [53] and through functional cooperation with *NRF2* (Figure 6c) in sustaining quiescence and self-renewal abilities [54,55]. The significant reduction of CD133-positive cell after PEF-5 treatment (Figure 2), as a consequence of filopodia loss in D283 cells, suggests that it could alter tumor progression by making mitochondria more vulnerable to oxidative stress [53]. A PEF-5-mediated CD133 decrease could trigger severe damage to mitochondria, as observed in TEM images of D283 cells, leading to their complete dysfunction due to disruption in the electrochemical potential across the mitochondrial inner membrane and to a massive intracellular ATP depletion (90% reduction, Figure 5), resulting in mitochondrial cell death as a vulnerable response of MB CSCs. Bioinformatic analysis showed a significant downregulation of several processes involved in *cell cycle regulation* and *DNA replication and repair*, together with a significant reduction in *chromatin modification and epigenetic processes*, as a consequence of *ferroptosis* induction (Figure 6c), beyond the cell cycle arrest and the active apoptosis and senescence processes previously observed [14]. In these cells, the significant upregulation of the *NRF2 pathway* is probably insufficient to contrast *ferroptosis* activation (Figure 6c) [56,57]. 

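Among genes of chromatin, the replication-dependent histones, which package newly made DNA, were lower as a list in PEF-5-exposed D283 cells by fgsea (NES -3.19, adjusted p = 1.1e-23 from fgsea, and adjusted p = 0.181 with an estimated correlation). Of 57 measured histone genes 9 were lower, none was higher and 48 did not pass the test at an adjusted p under 0.05 from limma (42 lower when adjusted over the list alone), with a median log2 fold change of -0.39. Their mean log2 signal was 7.97 ± 0.14 (SD, n = 4) in PEF-5 and 8.37 ± 0.04 (SD, n = 4) in sham, and every PEF-5 array lay below every sham array (exact permutation test, p = 0.0286). PEF-5 replicate 1 stood apart from the other PEF-5 arrays at 7.76, and without it the difference was -0.33 against -0.40. The largest decreases were those of H3C10, with a log2 fold change of -0.75 (standard error 0.13, adjusted p = 0.0215), of the linker histone H1-2, with -0.75 (standard error 0.15, adjusted p = 0.0343), and of H4C2, with -0.74 (standard error 0.16, adjusted p = 0.0476). With the replicate number as a block, the adjusted p of H4C2 was 0.0558. Histone genes of a family are near-identical in sequence, so probes of one may also take signal from another.
Lists of enzymes and complexes that modify chromatin had medians nearer to 0. Of 82 histone-modifying enzymes 1 was lower and none was higher (7 lower and 2 higher when adjusted over the list alone), and the median log2 fold change was -0.04. The 1 that passed was KDM4D, a histone demethylase, with a log2 fold change of -0.56 (standard error 0.11, adjusted p = 0.0380). The list gave NES -1.59, adjusted p = 0.0130 from fgsea, and adjusted p = 0.269 with an estimated correlation, and its mean log2 signal per array overlapped between the groups (exact unpaired permutation test, p = 0.200). Within pairs of the same replicate number it was lower in PEF-5 in all 4, where 4 pairs allow no exact p below 0.125. EZH2, the methyltransferase of Polycomb repressive complex 2, had a log2 fold change of -0.32 (standard error 0.08, adjusted p = 0.0642). Of 56 genes of chromatin remodelling and corepressor complexes 1 was lower (5 lower when adjusted over the list alone). It was DPF3, a subunit of the BAF complex, with a log2 fold change of -1.00 (standard error 0.16, adjusted p = 0.0148). This list had a median of -0.09 and NES -1.99, adjusted p = 2.1e-04 from fgsea, and adjusted p = 0.269 with an estimated correlation, and its mean log2 signal per array overlapped between the groups (exact unpaired permutation test, p = 0.0857), lower in PEF-5 in all 4 pairs. Of 15 genes of DNA methylation and demethylation 1 was lower (2 lower and 1 higher when adjusted over the list alone). It was IDH2, a mitochondrial enzyme that makes the cofactor of the demethylases, with a log2 fold change of -0.86 (standard error 0.12, adjusted p = 0.00824). The list did not pass (NES -1.38, adjusted p = 0.169 from fgsea), and DNMT1, the maintenance DNA methyltransferase, had a log2 fold change of -0.10 (standard error 0.09, adjusted p = 0.654).
Without the S-phase and G2/M genes, the histone-modifying list gave an NES of -1.53 (adjusted p = 0.0216 from fgsea) and the remodelling list -1.99 (adjusted p = 2.3e-04). The removal kept 81 of the 82 histone-modifying enzymes and all 56 remodelling genes, so it could hardly change either score. The call of the histone-modifying list was lost without sham replicate 1 (adjusted p = 0.0569), after a second quantile normalization (adjusted p = 0.184), without the dimmer 50% of probes (adjusted p = 0.0993) and when genes were ranked by log2 fold change (adjusted p = 0.105). The call of H3C10 was lost without sham replicates 1 or 2 or PEF-5 replicates 1, 2 or 3 (adjusted p up to 0.0779), that of H1-2 without sham replicates 1, 2, 3 or 4 or PEF-5 replicates 2 or 3 (adjusted p up to 0.106), and that of H4C2 without sham replicates 1, 2, 3 or 4 or PEF-5 replicates 1, 2 or 3 (adjusted p up to 0.139). The call of KDM4D was lost without sham replicates 1, 2 or 4 or PEF-5 replicates 1, 2, 3 or 4 (adjusted p up to 0.120) and that of DPF3 without sham replicate 2 or PEF-5 replicate 2 (adjusted p up to 0.0575). That of IDH2 held whichever array was left out.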

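Genes that protect against ferroptosis and genes that promote it were both higher in PEF-5-exposed D283 cells as lists by fgsea, with small medians. Most members of each list did not pass by limma, and neither list passed with an estimated correlation. Of 27 measured suppressors 5 were higher and none was lower at an adjusted p under 0.05 from limma (7 higher when adjusted over the list alone), with a median log2 fold change of 0.07 and NES 2.07, adjusted p = 6.1e-04 from fgsea, and adjusted p = 0.238 with an estimated correlation. They included SLC3A2, the partner chain of SLC7A11 in the cystine importer, with a log2 fold change of 0.58 (standard error 0.11, adjusted p = 0.0286), and FTL, the light chain of the iron store ferritin, with 0.58 (standard error 0.12, adjusted p = 0.0401). GPX4, the peroxidase that detoxifies lipid hydroperoxides, had a log2 fold change of 0.25 (standard error 0.11, adjusted p = 0.296). Of 27 promoters 2 were higher and none was lower (4 higher when adjusted over the list alone), STEAP3 and the transferrin receptor TFRC, the latter with a log2 fold change of 0.61 (standard error 0.09, adjusted p = 0.0108). ACSL4, which loads membrane phospholipids with peroxidisable fatty acids, had a log2 fold change of 0.48 (standard error 0.13, adjusted p = 0.0900). The promoter list gave a median of 0.05 and NES 1.74, adjusted p = 0.0130 from fgsea, and adjusted p = 0.191 with an estimated correlation. Its call was lost without sham replicate 3 (adjusted p = 0.282), PEF-5 replicate 3 (adjusted p = 0.0789) or PEF-5 replicate 4 (adjusted p = 0.103), and when genes were ranked by log2 fold change (adjusted p = 0.0866). Without the genes that are also NRF2 targets, the 19 remaining suppressors gave an NES of 1.24 (adjusted p = 0.273 from fgsea). The call of TFRC held whichever array was left out. That of SLC3A2 was lost without sham replicates 1, 2 or 3 or PEF-5 replicates 2, 3 or 4 (adjusted p up to 0.0972) and that of FTL without sham replicates 1, 2, 3 or 4 or PEF-5 replicates 2 or 3 (adjusted p up to 0.129).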

In pulsed GBM CSCs (U87 NS), the levels of mitochondrial membrane depolarization and poor decrease in ATP content confirm that PEF-5 induces a mild perturbation in mitochondria (Figure 4 and Figure 5) that is insufficient to impair cell functions. In fact, transcriptomic results confirm that, at 24 h after exposure, GBM CSCs maintain their principal vital processes (including *tRNA processing*, *mRNA maturation*, and *translation*) (Figure 6c), suggesting that PEF-5 perturbation is transient and reversible. In this case, a lower level of CD133-positive cell and negligible alterations after PEF-5 exposure (Figure 2) may not be able to permanently alter the response to ROS [15], leading to massive cell death, as seen in D283 cells [14]. Altogether, these findings suggest that the impact of PEF-5 on mitochondria seems correlated with the content of CD133. The reduction/alteration of CD133 content could contribute to the induction of CSC mitochondrial death [21].

CSC mitochondria have been shown recently to be an important target for cancer treatment [58,59]. Mitochondrial function and energy metabolism play an important role in the acquisition and maintenance of CSC properties [55]. CD133 is involved in adaptive changes in cellular bioenergetic metabolism, providing CSCs with increased survival advantages [21]. PEF-5-induced cytoskeleton alterations (filopodium-like protrusion disappearance) and the reduction of CD133-positive cell lead to severe damage to mitochondria/ATP depletion (Figure 4 and Figure 5), consequently activating high levels of cell death in CD133-enriched cells such as D283 [14]. ATP depletion has been demonstrated to influence cytoskeletal dynamics [60,61]. This could serve as another contributing factor in the observed alterations in cytoskeletal response in our study (Figure 3 and Supplementary Figure S2). Notably, ATP depletion is consistently significant in D283 cells (Figure 5). Hence, both cell swelling and ATP depletion play crucial roles in synergistically mediating cytoskeleton disruption in D283 [62]. In our cell models, the mitochondrial dysfunction and ATP depletion seem related to CD133-positive cell content, with a stronger effect on D283 cells. 

The molecular mechanisms underlying the cell response to PEFs and their outcome in terms of damage, repair, and cell survival or death are far from fully understood but the present work sheds some light on specific dysregulated signaling cascades proceeding from the cell surface to downstream effectors; CD133 action could be paradigmatic of other transmembrane proteins, perhaps cell-type or cancer-specific. Evidently, targeting mitochondria with PEFs, in correlation with CD133 content, may be crucial for developing potential therapeutic strategies. 

## 4. Materials and Methods

### 4.1. Cell Cultures

Human D283Med cell line (D283) was obtained from the American Type Culture Collection, (Manassas, VA, USA). Cells were routinely maintained in a complete growth medium (Eagle’s Minimum Essential Medium) supplemented with 10% fetal bovine serum (FBS), 2 mM glutamine, and 100 U penicillin/0.1 mg/mL streptomycin. The NHAs’ primary culture and optimized growth medium were purchased from Lonza (Basel, Switzerland). The human U87-MG cell line was purchased from the American Type Culture Collection (VA, USA) and was maintained in Dulbecco’s Modified Eagle’s Medium–high glucose (DMEM) containing 10% (*v*/*v*) FBS, 100 units/mL penicillin, and 100 mg/mL streptomycin. Cells were incubated at 37 °C with 95% air and 5% CO_2_. U87-derivated neurospheres (U87 NS) were cultured in a defined serum-free neural stem-cell medium (supplemented with 10 ng/mL of insulin, 2 mg/mL of heparin, 9.6 ng/mL of putrescine, 0.063 ng/mL of progesterone, 5 nM of HEPES, B27 1X without vitamin A, 20 ng/mL h-FGF, and 20 ng/mL of h-EGF; provided by Sigma Aldrich, Burlington, MA, USA) to enrich U87 cells in CSC content.

### 4.2. Cell Exposure to PEF-5

Cells were exposed to pulsed electric fields by electroporation cuvettes (0.1 cm gap, Bio-Rad Laboratories Srl, Milan, Italy) connected to a pulse generator (Schaffner NSG504, Luterbach, Switzerland), as fully detailed in our previous work [14]. Electric pulses of exponential shape were used in our experiments, and their amplitude and duration were maintained at 300 V (for an electric field of 0.3 MV/m) and 40 μs at full width at half maximum, respectively. Cells were exposed to 5 pulses, and an interpulse interval was equal to 1 Hz (PEF-5). Monitoring of electric pulse voltages was carried out as fully described in a previous study [14].

### 4.3. Electron Microscopy

#### 4.3.1. SEM

For scanning electron microscopy (SEM), samples were fixed for 4 h at 4 °C with 2.5% (*v*/*v*) glutaraldehyde + 2% (*v*/*v*) paraformaldehyde in 0.1 M cacodylate buffer, pH 7.2. After 3 × 20 min washings at 4 °C in the same buffer, samples were post-fixed with 1% (*v*/*v*) osmium tetroxide (Agar Scientific Ltd., Stansted, UK) in 0,1 M cacodylate buffer, pH 7.2, for 2 h at 4 °C. Specimens were then washed in the same buffer (3 changes for 15 min each at 4 °C) and dehydrated in a graded ethanol series. Samples were dried by the critical point method using CO_2_ in a Balzers Union CPD 020 unit (Balzers Union Limited, Balzers, Liechtenstein). Then, samples were attached to aluminum stubs using carbon tape and sputter-coated with gold in a Balzers MED 010 unit (Balzers, Liechtenstein). The observations were made using a JEOL JSM 6010LA electron microscope (JEOL Ltd., Kranj, Slovenia).

#### 4.3.2. TEM

For ultrastructural analyses by TEM, samples were fixed and dehydrated, as described above. After 3 changes in 100% ethanol (10 min each), 2 changes in propylene oxide followed for 10 min each at 4 °C. Samples were then infiltrated with mixtures of Agar 100 resin/propylene oxide in different percentages. At the end of the procedure, samples were embedded in pure Agar 100 resin and left to polymerize for 2 days at 60 °C. Resin blocks were cut with a Reichert Ultracut ultramicrotome using a diamond knife. 

#### 4.3.3. Pre-Embedding Labeling of Cell-Surface Antigens for Electron Microscopy

Cells were prefixed with 4% (*v*/*v*) paraformaldehyde + 0.1% (*v*/*v*) glutaraldehyde in PBS, pH 7.4, at RT, for 10 min. Samples were then washed in PBS (pH 7.4) containing 50 mM glycine to quench aldehydes. A block step was made for 30 min in 1% bovine serum albumin (BSA) and 10% normal goat serum (NGS) (British Biocell International, Cardiff, UK) in PBS (pH 7.4), then cells were washed in 1% BSA in PBS. Cells were incubated with the primary antibody, CD133 (AC133, Miltenyi Biotec, Bergisch Gladbach, DE, Germany) diluted 1:10 in 1% NGS, 0.1% Tween 20, 1% BSA, and 0.1% sodium azide in PBS pH 8.2 (buffer A) for 3 h. Cells were then washed twice in buffer A and incubated for 1 h in a moist chamber with a secondary gold-labeled goat anti-mouse antibody (gold particles of 10 nm diameter) (British Biocell International) diluted 1:10 in buffer A. After two rinses in PBS, cells were fixed in 1% glutaraldehyde in PBS for 20 min at 4 °C and washed twice in distilled H_2_O. Samples were then post-fixed in 0.5% osmium tetroxide in distilled H_2_O for 30 min and washed twice in distilled H_2_O. Cells were dehydrated with a graded ethanol series and then infiltrated with mixtures of LRWhite resin/ethanol in different percentages. At the end of the procedure, samples were embedded in pure LRWhite resin (Agar Scientific) and left to polymerize for 2 days at 50 °C. Tightly capped gelatine capsules were used to allow resin polymerization. Ultrathin sections were obtained, as previously described. For TEM analysis, ultrathin sections (60–80 nm) were collected on copper grids, stained with uranyl acetate and lead citrate, and observed with a JEOL 1200 EXII electron microscope (JEOL Ltd., Kranj, Slovenia). Micrographs were captured by an Olympus SIS VELETA CCD camera (Münster, Germany) equipped with iTEM 5.1 software.

### 4.4. F-Actin Staining Protocol

Alexa Fluor 488 phalloidin (Thermo Fisher Scientific, Rome, Italy) was used to visualize F-actin in NHAs, D283 cells, and U87 NS cells. Cells were fixed with 4% (*v*/*v*) paraformaldehyde, 24 h after PEF-5 exposure. After incubation with 0.1% Triton X-100 in PBS, cells were incubated for 30 min in 1% BSA to reduce nonspecific background. The phallotoxin staining solution was incubated for 20 min at RT. After washing in PBS, Vectashield Coverslip Mounting Solution with DAPI (Vector Laboratories, Inc. Burlingame, CA 94010, USA) was dispensed on samples for nuclear counterstaining and preserving fluorescence. Cell images were acquired using an Oxio Observer Inverted microscope (Zeiss, Oberkochen, Germany) equipped with an Apotome 3 imaging system (Oberkochen, Germany).

### 4.5. Morphometric Analyses

Morphometric analyses were evaluated using Olympus iTEM software. In particular, to compute the percentage of damaged mitochondria (with disorganized stroma and cristae) per cell, 50 cells/sample were evaluated. In addition, a transversal area of 10 mitochondria per cell was measured in 10 cells per sample group. To evaluate ER width, 10 measurements per cell in 10 samples per group were taken into account. The cell and vesicle area measurements were obtained from 50 cells per sample group. Results obtained by measurements of mitochondrial area, cell area, vesicle area, and ER width in pulsed cells were shown in graphs as fold change with respect to sham-exposed cells.

### 4.6. Transcriptional Analysis

NHAs, D283 cells, and U87 NS cells were subjected to whole-transcriptome analysis through Clariom S Affymetrix chips, 24 h after PEF-5 exposure (single-gene fold change is shown in Table S1). In particular, in vitro transcription, hybridization, and biotin labeling of RNA were performed according to the GeneChip™ WT Kit protocol and Clariom™ S human gene platform (Thermofisher, Waltham, MA, USA). Microarray data (CEL files) were generated using default Affymetrix microarray analysis parameters (Command Console Suite Software v. 4.0+ by Affymetrix, Waltham, MA, USA) and normalized (independently for each cell line) through Transcriptome Analysis Console (TAC) software v. 4.0.2.15 (Waltham, MA, USA). Newly generated NHA and D283 expression data were deposited into the Gene Expression Omnibus (GEO) database under Series Accession Number GSE248601 and are accessible without restrictions. U87 NS expression data were obtained from U87 neurospheres included in our previously published series, GSE195506 [15]. Differentially expressed genes in PEF-5 exposed relative to sham samples (n = 4 for each group; Table S1) were identified for each individual cell model by using Limma [63]. Accordingly, in order to identify the potential pathways and intracellular signaling affected by pulse exposure, we performed GSEA looking for differentially enriched (FDR < 0.05) pathways included in the MSigDB-C2cp gene set collection. 

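In D283 cells, 227 probes were higher and 206 were lower in PEF-5 than in sham at an adjusted p under 0.05 from limma, which corresponds to 209 genes higher and 181 lower among those with a name. With the replicate number as a block, 392 probes were higher and 514 lower. The largest increase was that of ANXA1, a calcium- and phospholipid-binding annexin, whose mean log2 signal was 9.04 ± 1.08 (SD, n = 4) in PEF-5 and 3.95 ± 0.15 (SD, n = 4) in sham, a log2 fold change of 5.10 (standard error 0.42, adjusted p = 8.1e-04). Next to HMOX1 came SRPX2, a secreted protein of cell migration, at 2.48 (standard error 0.26, adjusted p = 0.00228). EMP1, an epithelial membrane protein, and SPARC, a matrix-associated glycoprotein, had log2 fold changes of 2.17 (standard error 0.32, adjusted p = 0.00937) and 2.00 (standard error 0.33, adjusted p = 0.0162). SPRY2 and SPRY4, feedback inhibitors of receptor tyrosine kinase signalling that the ERK pathway induces, had log2 fold changes of 1.98 (standard error 0.17, adjusted p = 8.1e-04) and 1.95 (standard error 0.30, adjusted p = 0.0118). The remaining genes among the 10 largest increases were ABCC3, NQO1 and the transporter SLC12A8, with log2 fold changes between 1.98 and 2.33. The means of ANXA1, ABCC3, EMP1, SPARC and SLC12A8 in sham, and of RPGRIP1, GABRA6 and RXRG in PEF-5, lay below the lower quartile of every array (4.69 to 4.84), and no detection values were used, so the size of these changes is uncertain.
Among genes named in the annotation, the largest decrease was that of RPGRIP1, a protein of the photoreceptor cilium, with a mean log2 signal of 4.69 ± 0.40 (SD, n = 4) in PEF-5 and 6.70 ± 0.26 (SD, n = 4) in sham (log2 fold change -2.02, standard error 0.20, adjusted p = 0.00168). IMPG2, of the matrix between photoreceptors, and RXRG, a retinoid receptor, also fell, with log2 fold changes of -1.42 (standard error 0.25, adjusted p = 0.0199) and -1.58 (standard error 0.32, adjusted p = 0.0355). GABRA6, the GABA receptor subunit of cerebellar granule neurons, fell with a log2 fold change of -1.86 (standard error 0.31, adjusted p = 0.0160), and CACNG5, an auxiliary subunit of glutamate receptors, with -1.81 (standard error 0.21, adjusted p = 0.00324). LGR5, a receptor known from stem cells of several tissues, had a log2 fold change of -1.50 (standard error 0.22, adjusted p = 0.00908), and SLIT1, an axon guidance protein, -1.37 (standard error 0.19, adjusted p = 0.00899). SNCAIP, PKIA and MFAP4 were the others among the 10 largest decreases of annotated genes. The annotation left 41 of the probes past the test without a name, and Table S1 names all of them. By those names, DCT, an enzyme of melanin synthesis, had a log2 fold change of -3.01 (standard error 0.39, adjusted p = 0.00607), a larger decrease than that of RPGRIP1.

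**Figure D2:**
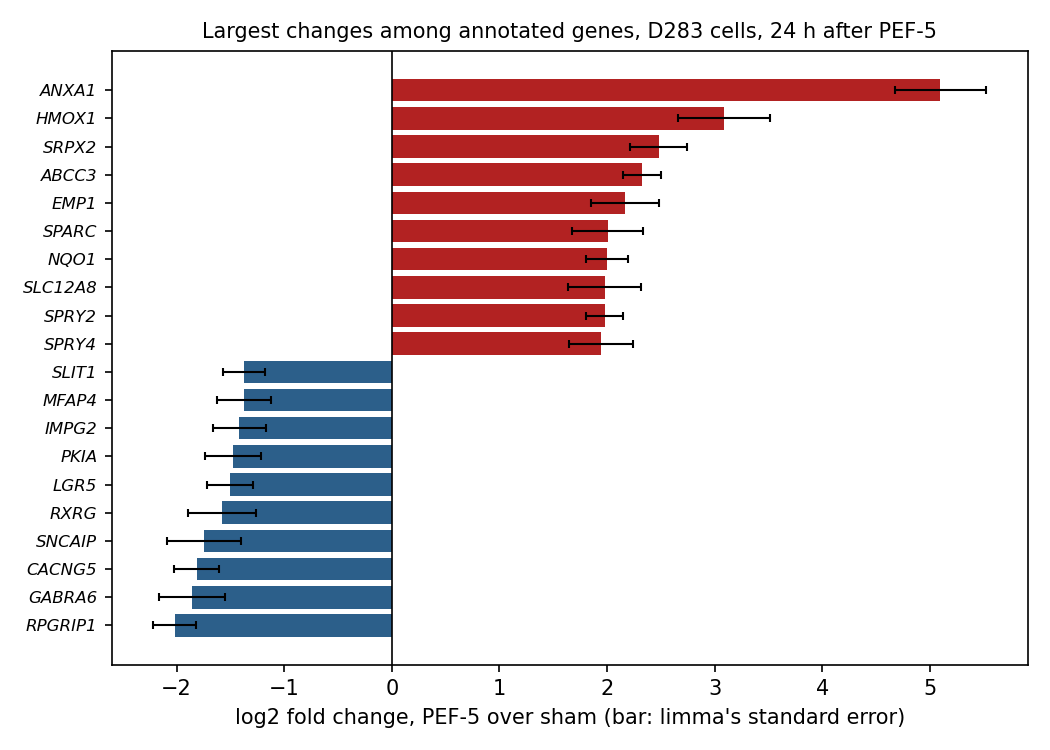
Log2 fold change of PEF-5 over sham in D283 cells (horizontal axis) for the 10 genes with the largest increases (red) and the 10 with the largest decreases (blue), among genes named in the annotation that passed the test and whose PEF-5 arrays all lie on one side of the sham arrays. Error bars are limma's standard errors. ANXA1 stands apart at 5.10, and the decreases drawn reach -2.02; DCT, which the annotation does not name, is not drawn.

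Of the 390 named genes past the test, 389 had no overlap between the PEF-5 and sham arrays, and over all genes tested 10.8% had none, where chance gives 2.86%. Leaving out 1 array left between 87 and 238 probes higher and between 43 and 212 lower, and the counts were lowest without sham replicate 2. Without PEF-5 replicate 1 there were 175 higher and 122 lower, without PEF-5 replicate 2 there were 96 and 56, and without PEF-5 replicate 3 there were 105 and 59. Without sham replicate 1 there were 113 and 56, without sham replicate 3 there were 136 and 128, and without sham replicate 4 there were 142 and 102. The call of SPARC was lost without PEF-5 replicate 2 (adjusted p = 0.0629), that of SLC12A8 without sham replicates 1, 2 or 4 or PEF-5 replicate 3 (adjusted p up to 0.0597), and that of GABRA6 without sham replicate 2 or PEF-5 replicates 2 or 3 (adjusted p up to 0.0604). The call of SNCAIP was lost without sham replicate 1 or PEF-5 replicates 1, 2 or 3 (adjusted p up to 0.0957). The call of RXRG was lost without sham replicates 1 or 4 or PEF-5 replicates 1, 2, 3 or 4 (adjusted p up to 0.101) and that of PKIA without sham replicates 1 or 2 or PEF-5 replicate 3 (adjusted p up to 0.0614). That of IMPG2 was lost without sham replicates 1 or 2 or PEF-5 replicate 2 (adjusted p up to 0.0732) and that of MFAP4 without sham replicates 1, 2 or 4 or PEF-5 replicate 2 (adjusted p up to 0.0887). The calls of the other genes named here held whichever array was left out.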

Enrichment maps of the significantly enriched C2cp GSEA terms (FDR ≤ 0.05) in PEF-5 exposed cells were generated using the Enrichment Map application in Cytoscape 3.10.0.

### 4.7. Intracellular ATP Measurement

The CellTiter-Glo^®^ Luminescent Cell Viability Assay (Promega, Milan, Italy) was used to quantify the presence of intracellular ATP, which signals the presence of metabolically active cells. Luminescence was monitored at 30 min after PEF-5 exposure using a GloMax plate reader (Promega, Milan, Italy), according to the manufacturer’s instructions. Reactions were performed in triplicate for each biological replicate. Intracellular ATP was calculated as luminescence fold change with respect to the relative control for each cell culture.

### 4.8. Mitochondrial Membrane Potential Evaluation

A MitoProbe™ JC-1 Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA) was used to highlight mitochondrial membrane potential disruption. The protocol describes the introduction of JC-1 reagent into cultured cells and the analysis of the stained cells by flow cytometry, according to the manufacturer’s instructions. JC-1 exhibits potential-dependent accumulation in mitochondria, indicated by a fluorescence emission shift from green (~529 nm) to red (~590 nm). Consequently, mitochondrial depolarization is indicated by a decrease in the red/green fluorescence intensity ratio. The potential-sensitive color shift is due to the concentration-dependent formation of red fluorescent J-aggregates. Data were processed using FCS Express 7 Flow. 50,000 events were acquired. FL2 (585/30)-FL1 (525/40) compensation was set to 40%. The data reported are the mean of results obtained from three independent experiments.

### 4.9. CD133 Quantification

The percentage of CD133-positive cell was evaluated in NHA, D283, and U87 NS cells by cytometric analysis. One hour and 24 h after PEF-5 exposure, D283 and U87 NS cells were stained with PE-conjugated mouse anti-CD133 antibody (2 μL/10^6^ cells; AC133, Miltenyi Biotec, Bergisch Gladbach, DE or sc-365537, Santa Cruz Biotechnology, Dallas, TX, USA) for 10 min. Samples were analyzed using a CytoFLEX flow cytometer (Beckman Coulter, Brea, CA, USA). Data are presented as percentages of positive cell in the live-gated cell population, as determined by physical parameters.

### 4.10. Statistical Analysis

Results are expressed as a mean of three biological replicates ± SEM. All statistical tests were performed with GraphPad Prism software v.7 (GraphPad, CA, USA). *p* values were determined using a two-tailed *t* test; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001. 

## 5. Conclusions

Ultrastructural analysis, supported by molecular/omics characterization, was performed to gain a better understanding of the selectivity of PEF-5 exposure on brain CSCs and NHAs. Overall, PEF-5 exposure induces cell swelling, leading to cytoskeleton alterations (filopodium-like protrusion disappearance) and, where a high CD133 content is present, we observed its decrease due to protein localization on the lost membrane protrusions. This decrease contributes to mitochondrial dysfunction and ATP depletion in D283 cells, which further confer cytoskeleton alterations. This study could serve as a starting point for targeted anticancer therapy in highly CD133-positive tumors. Further studies are undoubtedly necessary to validate our hypothesis, especially in the context of CSCs derived from other tumor types, in order to confirm its universality and potential implications for future therapies.

## Figures and Tables

**Figure 1:**
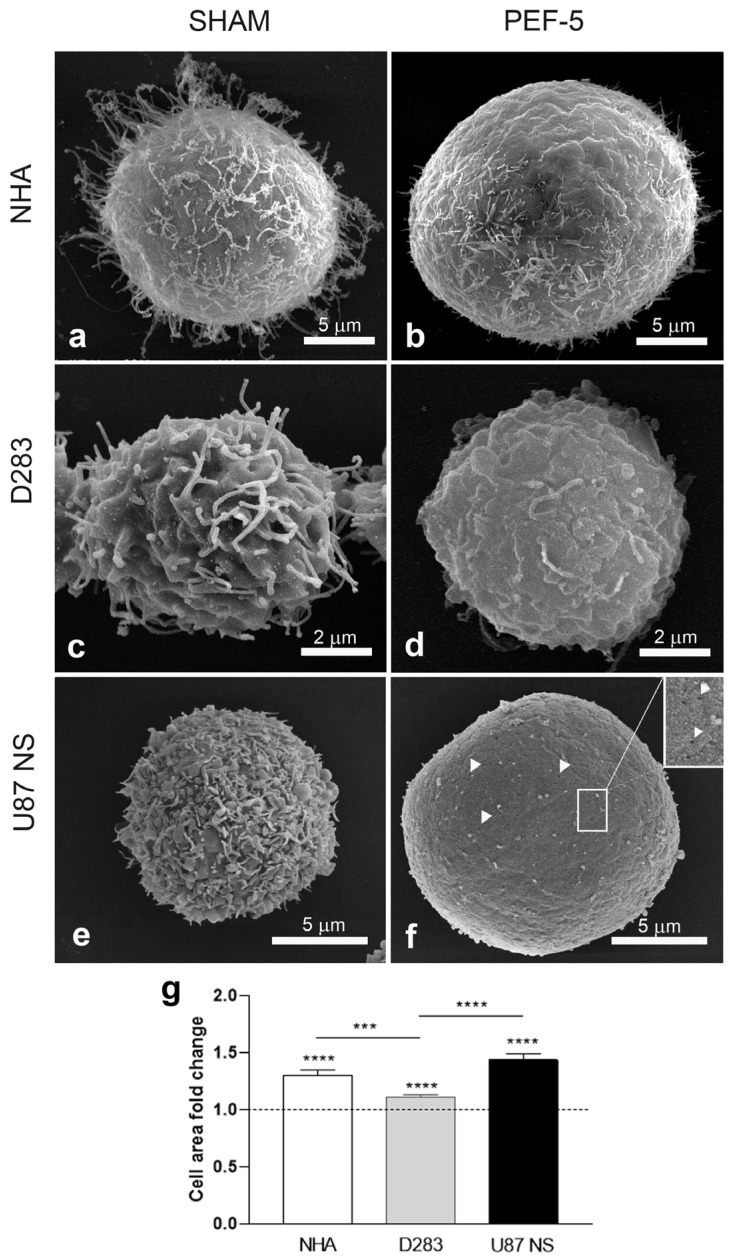
Ultrastructural analysis by SEM. Sham or PEF-5-exposed SEM images of (**a**,**b**) NHA, (**c**,**d**) D283, and (**e**,**f**) U87 NS cells. Filopodia protrusions disappeared in all analyzed cells 1 h after PEF-5 exposure, revealing visible pores on the surface of U87 NS cells, as indicated by the white arrowheads (**f**) and relative magnification (inset). (**g**) The graph shows the cell area fold increase of PEF-5-exposed cells with respect to relative sham-exposed cells (dotted line). *p* values were determined using a two-tailed *t* test; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 2:**
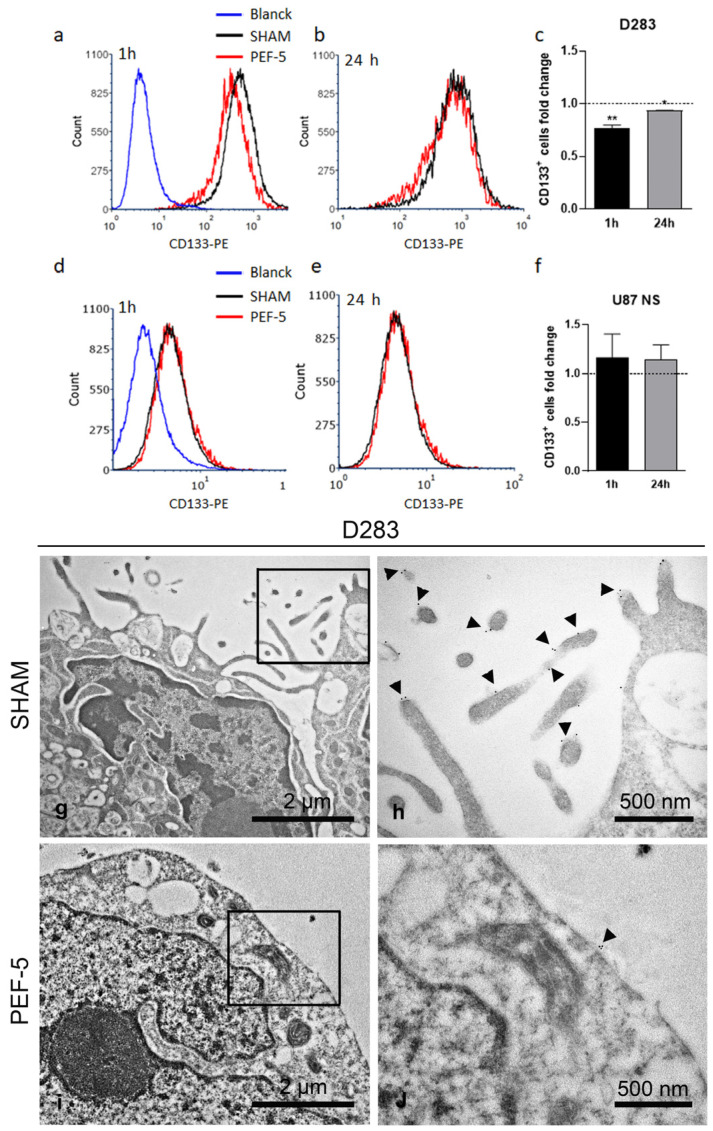
Cytofluorimetric quantification of CD133-positive cell and immunogold electron microscopy (IEM) analysis. Representative histograms of anti-CD133 staining and relative quantification of (**a**–**c**) sham- and PEF-5-exposed D283 cells and (**d**–**f**) U87 NS cells. IEM analysis in (**g**,**h**) sham-exposed D283 cells shows the normal localization of CD133 protein on plasma membrane protrusions, as indicated by the black arrowheads; (**i**,**j**) no filopodium-like protrusions and rare gold particles along the flat regions of the plasma membrane were observed in pulsed D283 cells 1 h after PEF-5 exposure. *p* values were determined using a two-tailed *t* test; * *p* < 0.05; ** *p* < 0.01.

**Figure 3:**
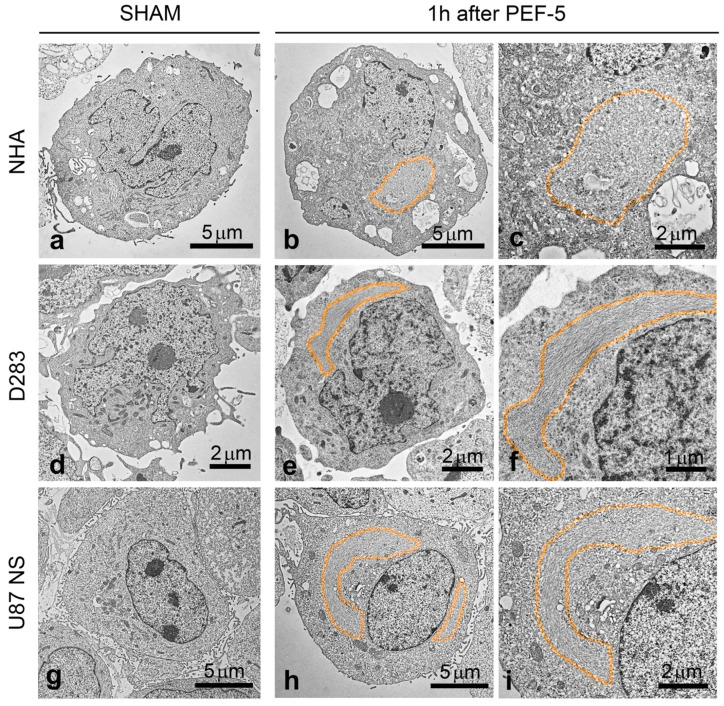
TEM images of cytoskeleton distribution 1 h after PEF-5 exposure. TEM images show sham and pulsed (**a**–**c**) NHA, (**d**–**f**) D283, and (**g**–**i**) U87 NS cells. The colored area highlights the region where the cytoskeleton is distributed and densely packed, and in (**c**,**f**,**i**), the relative magnification shows fine details.

**Figure 4:**
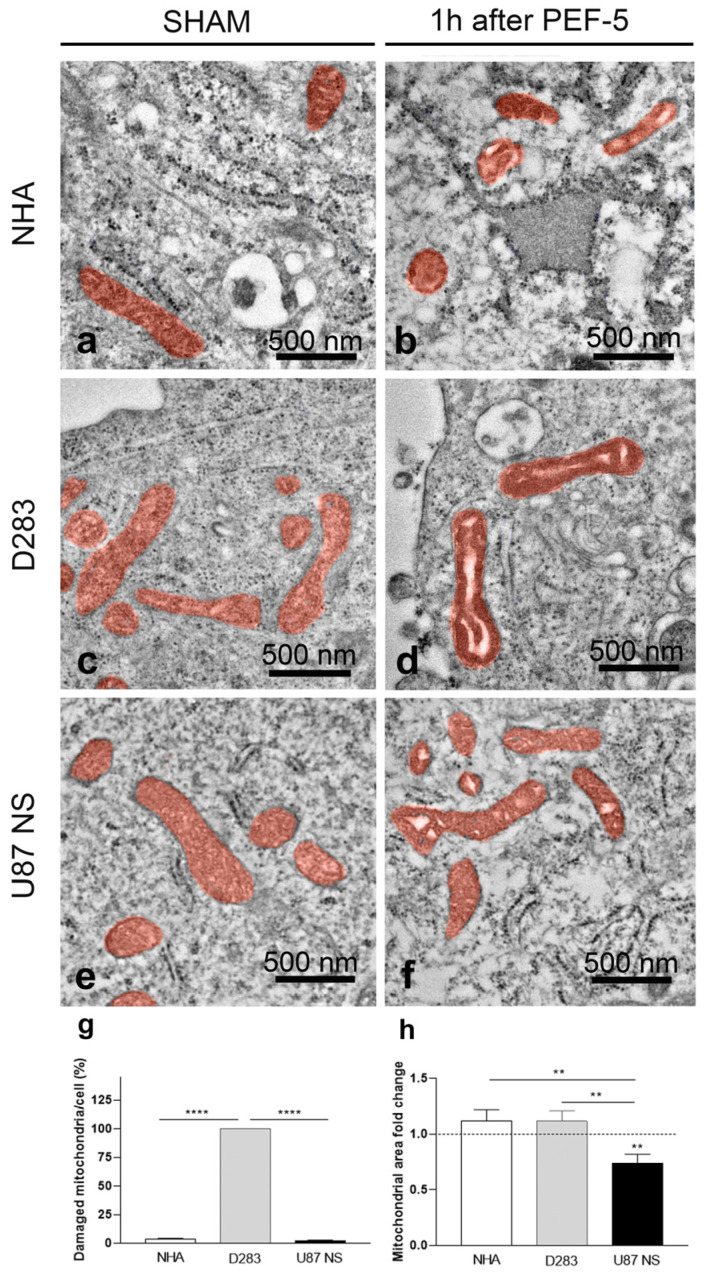
Mitochondrial morphological alteration assessment 1 h after PEF-5 exposure. (**a**–**f**) In TEM images, mitochondria are colored in red to highlight the difference between sham- and PEF-5-exposed (**a**,**b**) NHA, (**c**,**d**) D283, and (**e**,**f**) U87 NS cells. (**g**) The graph shows the percentage of morphologically damaged mitochondria per pulsed cell. (**h**) The graph shows the transversal mitochondrial area in pulsed cells compared with that of relative control cells (dotted line). *p* values were determined using a two-tailed *t* test; ** *p* < 0.01; **** *p* < 0.0001.

**Figure 5:**
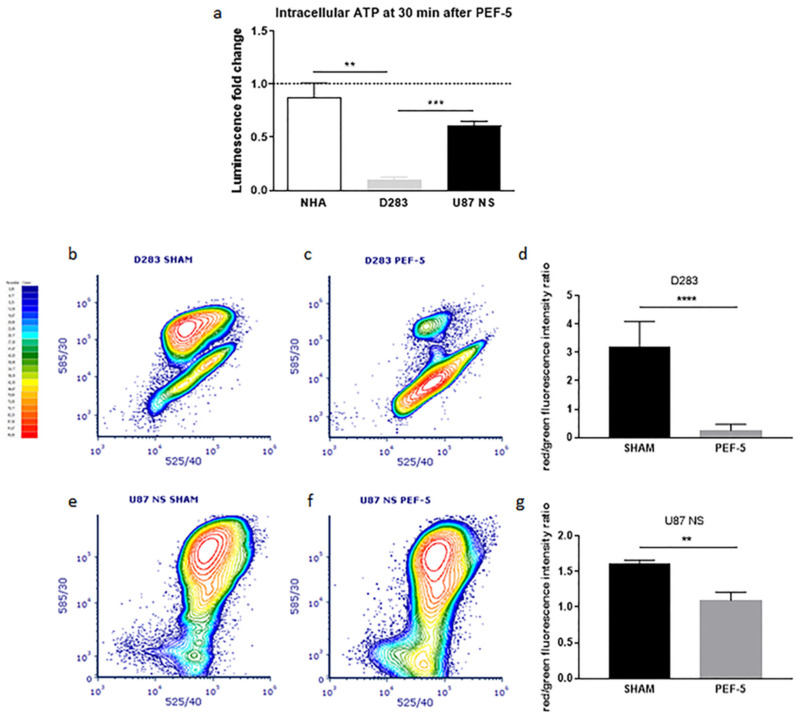
Mitochondrial dysfunction assessment. (**a**) The graph shows the intracellular ATP quantification in NHA, D283, and U87 NS cells 30 min after PEF-5 exposure. Intracellular ATP was calculated as luminescence fold change with respect to relative control for each cell type. (**b**–**g**) Cytometric analysis of JC-1 in untreated cells and after PEF-5 exposure. 50,000 events were acquired. FL2 (585/30)- FL1 (525/40) compensation was set to 40%. Densitometric analyses (**b**,**c**,**e**,**f**) are representative examples of biological triplicates. The color scale indicates the relative percentile. (**d**,**g**) Graphs show the mean red/green fluorescence intensity ratio ± SD in D283 and in U87 NS, respectively. *p* values were determined using a two-tailed *t* test; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 6:**
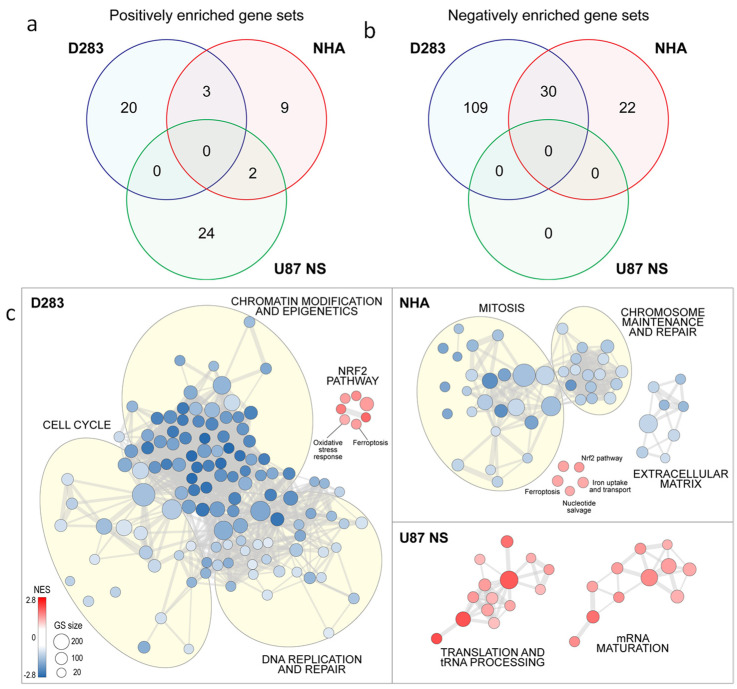
Transcriptomic analysis, evaluated 24 h after PEF-5 exposure. (**a**,**b**) Venn diagrams show commonly enriched pathways from C5bp (biological process) gene sets. (**c**) Enrichment map displays the significantly (FDR q value < 0.05) enriched pathways (up- and downregulated) in PEF-5 treated NHA, D283, and U87 NS cells, relative to matched controls (C2cp MSigDB). GS: gene set; NES: Normalized Enrichment Score.

## Data Availability

All data are listed in tables or presented in figures in the main text or supplementary materials. Moreover, gene expression data generated within this study have been deposited into the GEO database under Series Accession Number GSE248601and are accessible without restrictions.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25042233/s1.

# Supplementary material for: Involvement of Mitochondria in the Selective Response to Microsecond Pulsed Electric Fields on Healthy and Cancer Stem Cells in the Brain
**Source:** Int J Mol Sci. 2024 Feb 13;25(4):2233. doi: 10.3390/ijms25042233
**Supplement:** Supplementary file 1

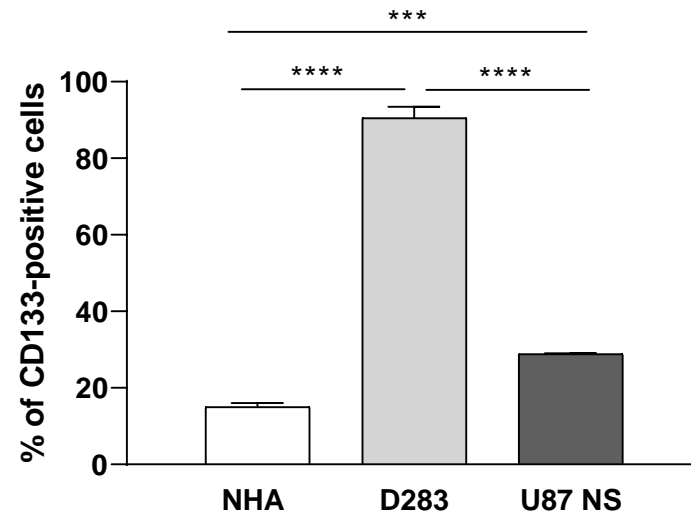

Supplementary Figure S1. Cytofluorimetric quantification of CD133-positive cells in NHA, D283 cells and in U87 NS.

# Supplementary material for: Involvement of Mitochondria in the Selective Response to Microsecond Pulsed Electric Fields on Healthy and Cancer Stem Cells in the Brain
**Source:** Int J Mol Sci. 2024 Feb 13;25(4):2233. doi: 10.3390/ijms25042233
**Supplement:** Supplementary file 1

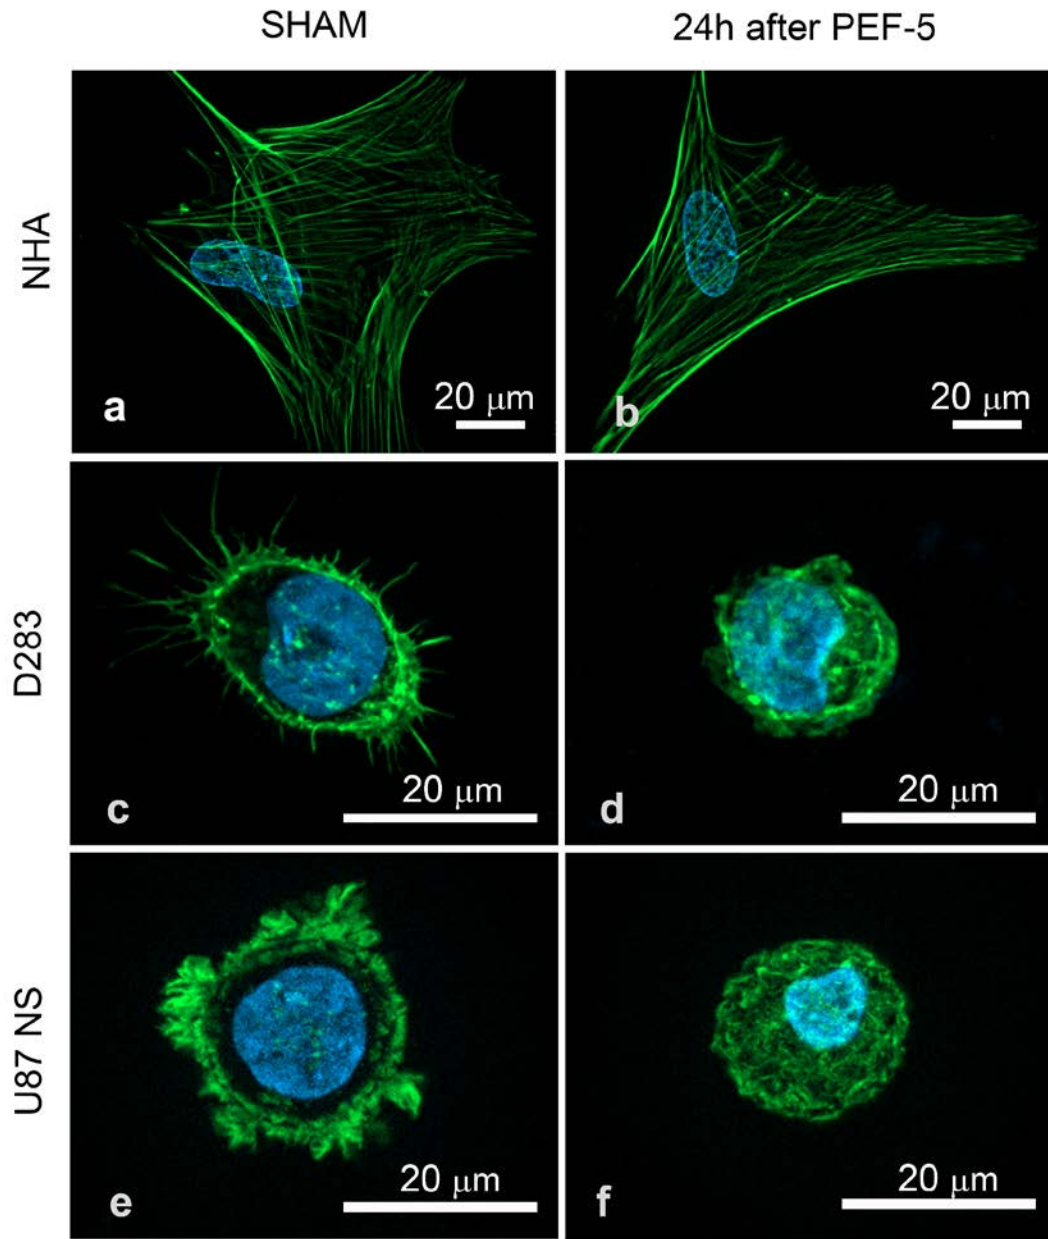

Supplementary Figure S2. Cytoskeleton analysis 24h after PEF-5 exposure. Fluorescent F-actin staining by Alexa Fluor 488 phalloidin highlights cytoskeleton distribution in SHAM- or PEF-5-exposed (a-b) NHA, (c-d) D283 and (e-f) U87 NS respectively.

# Supplementary material for: Involvement of Mitochondria in the Selective Response to Microsecond Pulsed Electric Fields on Healthy and Cancer Stem Cells in the Brain
**Source:** Int J Mol Sci. 2024 Feb 13;25(4):2233. doi: 10.3390/ijms25042233
**Supplement:** Supplementary file 1

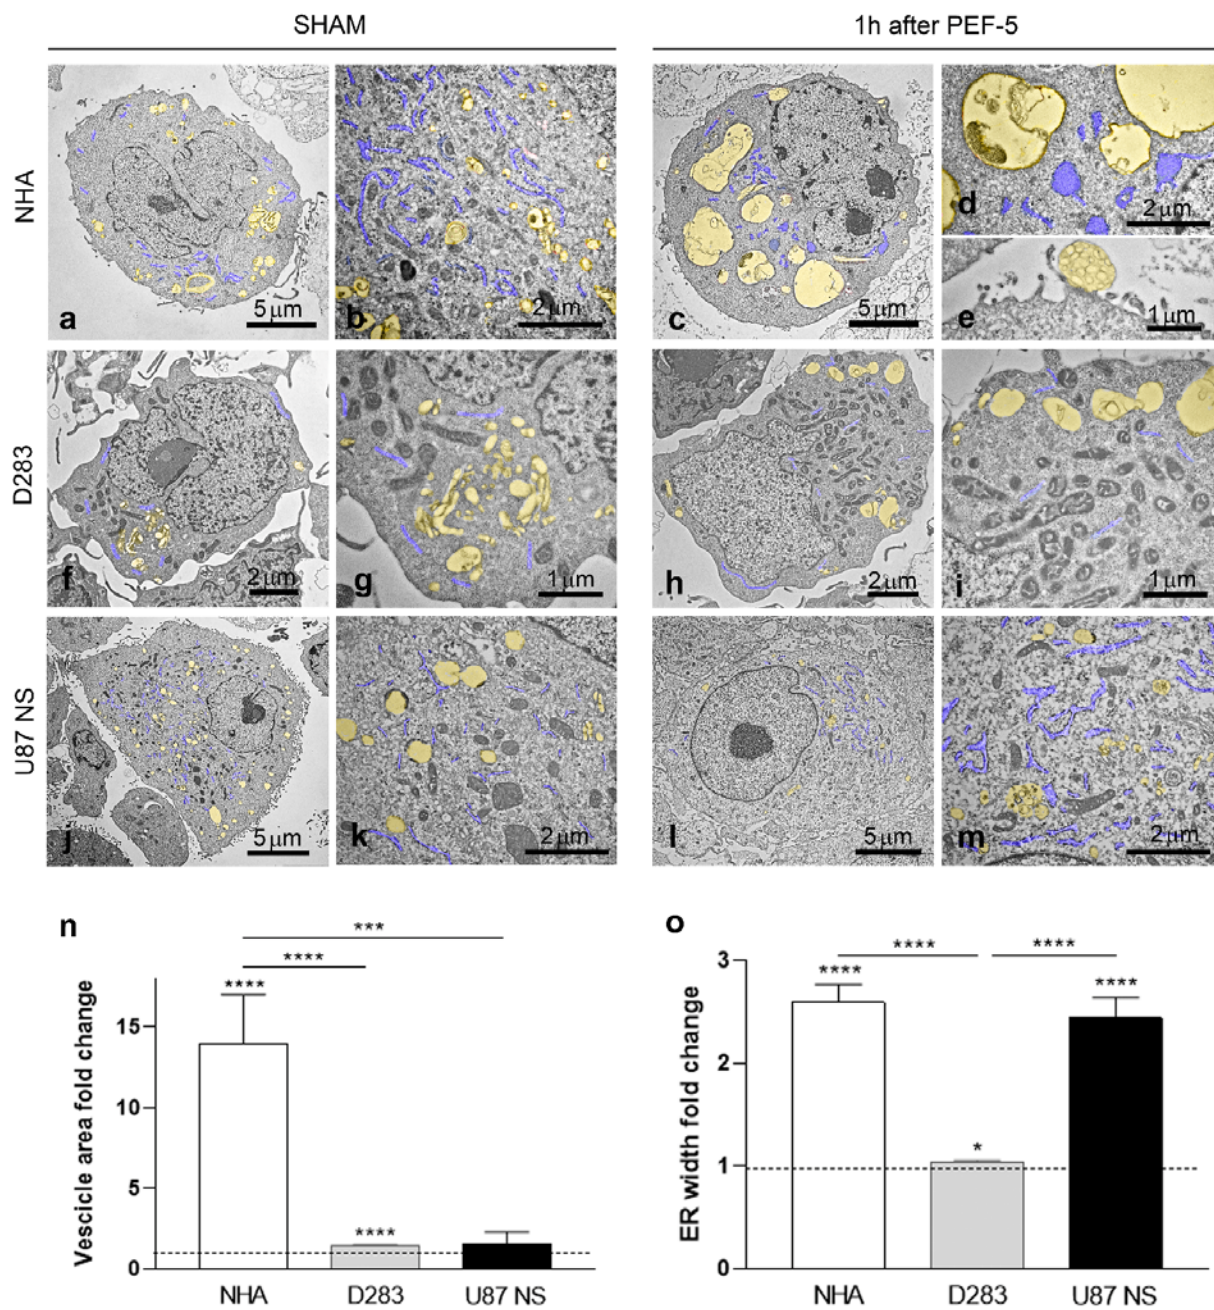

Supplementary Figure S3. Morphological analysis of MVBs formation and ER enlargement. (a-m) TEM images highlights in blue the RE and in yellow the MVBs in (a-b) SHAM-exposed NHA with respect to (c-d) PEF-5-exposed NHA, in (f-g) SHAM-exposed D283 cells with respect to (h-i) PEF-5-exposed D283 cells, in (j-k) SHAM-exposed U87 NS with respect to (l-m) PEF-5-exposed U87 NS. (e) multivesicular bodies are showed on the cell surface of PEF-5-exposed NHA. Graphs show (n) the vesicles area and (o) ER width evaluation expressed as fold increase of PEF-5-exposed cells with respect to relative SHAM (dotted lines).

# Supplementary material for: Involvement of Mitochondria in the Selective Response to Microsecond Pulsed Electric Fields on Healthy and Cancer Stem Cells in the Brain
**Source:** Int J Mol Sci. 2024 Feb 13;25(4):2233. doi: 10.3390/ijms25042233
**Supplement:** Supplementary file 1

Supplementary Table S1. List of single-gene fold changes with p value obtained from a whole transcriptome analysis conducted using Clariom S Affymetrix chips in NHA, D283 cells and U87 NS, 24h after PEF-5 exposure.

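In the D283 part of Table S1, each line gives an Affymetrix identifier of a transcript cluster, the gene symbol, the log2 fold change of PEF-5 over sham and the adjusted p. The table lists 839 transcript clusters for D283, of which 402 have a positive and 437 a negative log2 fold change by the paper's values, and its highest adjusted p for D283 is 0.099979, so that it holds genes up to an adjusted p of 0.1. In limma on the deposited log2 signals, 402 probes were higher and 438 lower at an adjusted p under 0.1. Each of the 839 identifiers was matched to a probe of the deposited table, 4 of them by their number alone, and the difference of the group means equalled the paper's log2 fold change to within 5.0e-06. A value of 1 in that column is a rise of the signal by a factor of 2 in PEF-5 and a value of -1 a fall by the same factor. The log2 signals of different probes are not comparable as amounts of RNA, so the column ranks genes by change and not by abundance.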

NHA			
Affymetrix_ID	GeneSymbol	logFC (PEF/Sham)	adj.P.Val
TC1200006896.hg.1	GPRC5A; MIR614	1.368285	0.093301
TC2000008318.hg.1	FERMT1	1.085343	0.093301
TC0700011658.hg.1	SEMA3E	0.9285575	0.093301
TC0X00007190.hg.1	PORCN	0.87634	0.093301
TC0100011406.hg.1	CD55	0.73662	0.093301
TC1200009101.hg.1	TMEM233	0.7133175	0.093301
TC0900009569.hg.1	NFIB	-0.6215175	0.093301
TC0100016199.hg.1	OLFML2B	-1.1368425	0.093301

D283

Affymetrix_ID	GeneSymbol	logFC (PEF/Sham)	adj.P.Val
TC0900007576.hg.1	ANXA1	5.096802	0.000808
TC2200007204.hg.1	HMOX1	3.08969	0.008043
TC0X00007919.hg.1	SRPX2	2.479953	0.002284
TC1700008263.hg.1	ABCC3	2.32651	0.000808
TC1200006909.hg.1	EMP1	2.165888	0.009372
TC0500012519.hg.1	SPARC	2.004983	0.016237
TC1600010732.hg.1	NQO1	2.000457	0.001628
TC0300012243.hg.1	SLC12A8	1.979453	0.019885
TC1300009348.hg.1	SPRY2	1.978242	0.000808
TC0500012312.hg.1	SPRY4	1.947323	0.011771
TC1400009214.hg.1	BMP4	1.875035	0.001731
TC1700008228.hg.1	ITGA3	1.79297	0.040728
TC0100013581.hg.1	SPOCD1	1.7608275	0.000808
TC1200007804.hg.1	METTL7B	1.726843	0.009372
TC1000008891.hg.1	DUSP5	1.706438	0.004876
TC0200015958.hg.1	DNER	1.705145	0.008995
TC0300014082.hg.1	ETV5	1.674613	0.002028
Unmapped00000571.hg.1	GREM1	1.668335	0.017866
TC0400008007.hg.1	GPAT3	1.639177	0.014734
TC0300009855.hg.1	IL1RAP	1.629743	0.002032
TC0900011305.hg.1	TNC	1.599238	0.019857
TC1200011470.hg.1	DUSP6	1.578512	0.000808
TC1100009330.hg.1	UBASH3B	1.54566	0.015832
TC0100009364.hg.1	CSF1	1.542675	0.005559
TC0300009916.hg.1	HES1	1.532572	0.000808
TC1600006652.hg.1	TNFRSF12A	1.519975	0.000808
TC0X00011211.hg.1	G6PD	1.50711	0.000808
TC0300013513.hg.1	P3H2	1.49009	0.005816
TC0700006913.hg.1	GPNMB	1.484563	0.023634
Unmapped00000594.hg.1	GREM1	1.482605	0.017853
TC1800009290.hg.1	MYO5B	1.460568	0.029311
TC0800010002.hg.1	DUSP4	1.402105	0.009372
TC1100011110.hg.1	CHRM1	1.367577	0.001451
TC0100015925.hg.1	KCNN3	1.3520775	0.051357
TC0800009961.hg.1	CLU; MIR6843	1.32036	0.001682
TC1500007346.hg.1	CGNL1	1.318723	0.067761
TC0200015951.hg.1	PID1	1.312488	0.002284
TC0200012656.hg.1	EFEMP1	1.300445	0.039823
TC2200009234.hg.1	SPECC1L-ADORA2A	1.26284	0.003664
TC0300008467.hg.1	ARHGAP31	1.256165	0.017943
TC1700009731.hg.1	GAS7	1.2507	0.039823
TC0100018355.hg.1	RHOU	1.226305	0.006372
TC1400009529.hg.1	ACTN1; HMGN1P3	1.207155	0.008006
TC0200008900.hg.1	TMEM87B	1.19422	0.001451
TC1000008054.hg.1	PLAU	1.176215	0.008392
TC1600009349.hg.1	GRIN2A	1.174157	0.034346
TC0100016631.hg.1	RGS16	1.17329	0.056365
TC0100015867.hg.1	S100A3	1.152035	0.008043

TC1700010790.hg.1	ETV4	1.150027	0.006068
TC1500006788.hg.1	GREM1	1.139938	0.009488
TC1400009329.hg.1	RTN1	1.124238	0.031761
TC0300010930.hg.1	SLC6A20	1.108898	0.009372
TC0100012921.hg.1	DHRS3; MIR6730	1.108495	0.012849
TC0100016350.hg.1	CCDC181	1.091675	0.003487
TC1900008057.hg.1	ZFP36	1.074825	0.005559
TC0600014265.hg.1	CLIC1	1.07044	0.002032
TC1000007890.hg.1	HKDC1	1.069615	0.004849
TC0500008785.hg.1	EGR1	1.06633	0.034393
TC0100011463.hg.1	SYT14	1.055965	0.015386
TC0700011809.hg.1	TFPI2	1.053597	0.029311
TC2000009458.hg.1	NFATC2	1.046617	0.011967
TC0X00009386.hg.1	SRPX	1.045275	0.072053
TC0500011502.hg.1	ELL2	1.039438	0.022581
TC0400011920.hg.1	SLC7A11	1.038572	0.022541
TC0100013872.hg.1	EDN2	1.032205	0.042782
TC1200011838.hg.1	CMKLR1	1.031098	0.001451
TC1000007895.hg.1	TSPAN15	1.023375	0.003778
TC0100012008.hg.1	KCNK1	1.0168625	0.069123
TC0300007645.hg.1	PTPRG	1.01362	0.08515
TC0200014414.hg.1	CXCR4	1.010835	0.042782
TC0200010216.hg.1	ITGAV	1.00382	0.031042
TC0100007449.hg.1	SH3BGRL3	1.0020925	0.005864
TC0100012006.hg.1	KCNK1	1.001475	0.002731
TC0100010152.hg.1	LMNA	0.99782	0.009372
TC1700009528.hg.1	CXCL16	0.98979	0.00672
TC0600011386.hg.1	IER3	0.9840625	0.002555
TC0100007512.hg.1	GPR3	0.9806875	0.063352
TC1000007891.hg.1	HK1	0.949875	0.042782
TC0200010745.hg.1	IGFBP2	0.9437475	0.047411
TC0600012434.hg.1	ME1	0.9383075	0.010408
TC1100012130.hg.1	MMP10	0.9314475	0.009752
TC0100009572.hg.1	FAM46C	0.930155	0.031891
TC0100018356.hg.1	RHOU	0.928805	0.020367
TC1100012131.hg.1	MMP1	0.9268725	0.048814
TC1800006650.hg.1	RAB31	0.9249975	0.034655
TC1200007992.hg.1	SRGAP1	0.9144775	0.028639
TC0200007803.hg.1	LGALS1	0.9118325	0.016212
TC0300009353.hg.1	PPM1L	0.8798675	0.006916
TC0500012599.hg.1	ADAM19	0.879225	0.002032
TC1200010655.hg.1	LIMA1	0.8762625	0.013435
TC1400009766.hg.1	IRF2BPL	0.8711525	0.020484
TC0900011120.hg.1	KLF4	0.86275	0.018497
TC0600008109.hg.1	VEGFA	0.8573475	0.008043
TC0100018246.hg.1	LRRC8C	0.8533725	0.009083
TC2200007150.hg.1	TIMP3	0.85093	0.002555
TC0600007552.hg.1	DDR1; MIR4640	0.85047	0.005476
TC0300013877.hg.1	EPHB1	0.84744	0.056379
TC1400007755.hg.1	SAMD15	0.84706	0.009083

TC0500012238.hg.1	HBEGF	0.8424975	0.009083
TC0800011683.hg.1	FBXO32	0.83826	0.040454
TC0600007257.hg.1	TRIM38	0.836025	0.039823
TC0100015288.hg.1	KCND3	0.82999	0.029311
TC0100016112.hg.1	TAGLN2	0.8297875	0.022519
TC1800008952.hg.1	DSEL	0.82944	0.029311
TC0X00011404.hg.1	IDS	0.825775	0.029311
TC1600007964.hg.1	MT1B; MT1CP	0.8257625	0.060134
TC1500006925.hg.1	THBS1	0.82378	0.055969
TC2200007439.hg.1	MCHR1	0.8196225	0.026984
TC0800012393.hg.1	ADRA1A	0.815555	0.045988
TC0100016035.hg.1	ETV3	0.813525	0.013906
TC1700007262.hg.1	MAP2K3	0.81221	0.015734
TC1800009245.hg.1	SERPINB8	0.811325	0.026119
TC0100017420.hg.1	DUSP10	0.8106	0.005816
TC1000008489.hg.1	LGI1	0.799655	0.015924
TC1300007491.hg.1	KLF5	0.7985225	0.056409
TC0100011770.hg.1	EPHX1	0.7984325	0.020484
TC1600007962.hg.1	MT1A	0.797865	0.063634
TC1500010350.hg.1	NTRK3	0.792745	0.089615
TC0900010907.hg.1	HSD17B3	0.78805	0.070844
TC2100008496.hg.1	SLC5A3; MRPS6	0.78336	0.009372
TC0700007034.hg.1	CREB5	0.7809075	0.052377
TC0800008243.hg.1	PDP1	0.780705	0.008043
TC1200010866.hg.1	CD63	0.7789725	0.00672
TC0500008568.hg.1	SLC12A2	0.778095	0.054722
TC0800008667.hg.1	NOV	0.7685375	0.057653
TC0900007807.hg.1	DAPK1	0.7676325	0.017168
TC0300010632.hg.1	OSBPL10	0.76559	0.040117
TC0400012820.hg.1	FGF5	0.760355	0.043036
TC1900011774.hg.1	EMP3	0.75618	0.098498
TC1600011399.hg.1	MT1X	0.75496	0.032167
TC0800011075.hg.1	TMEM55A	0.7478275	0.054722
TC0800007114.hg.1	SCARA3	0.743085	0.010829
TC1500010796.hg.1	SYNM	0.741545	0.031042
TC0200008894.hg.1	MERTK	0.7412375	0.030834
TC0500009264.hg.1	ADRA1B	0.74022	0.013638
TC1600007957.hg.1	MT2A	0.7382425	0.026606
TC1400008013.hg.1	SLC24A4	0.7375375	0.095993
TC0300007237.hg.1	LIMD1	0.7365575	0.087317
TC0300006483.hg.1	BHLHE40	0.73412	0.039823
TC0900009949.hg.1	TPM2	0.732285	0.003778
TC0200014361.hg.1	LYPD1	0.73103	0.029311
TC0200015128.hg.1	PDE1A	0.7308225	0.03996
TC1400007566.hg.1	SMOC1	0.72706	0.005559
TC0500009706.hg.1	SQSTM1	0.726985	0.013855
TC1600011440.hg.1	OSGIN1	0.7257175	0.031058
TC0500012826.hg.1	SH3PXD2B	0.7253275	0.015902
TC0100014966.hg.1	GCLM	0.7206725	0.055244
TC0500007201.hg.1	OSMR	0.7149475	0.039823

TC0400010785.hg.1	IGFBP7	0.709805	0.092749
TC0200008230.hg.1	TMSB10	0.7045	0.009752
TC0200009060.hg.1	STEAP3	0.7033825	0.034185
TC1700007135.hg.1	TRIM16L	0.7020675	0.032167
TC1400008486.hg.1	CRIP2	0.7004775	0.015386
TC0900010462.hg.1	RFK	0.6969375	0.005559
TC1200008488.hg.1	PLXNC1	0.6962525	0.019885
TC0100018497.hg.1	SHC1	0.6957625	0.008043
TC1600007967.hg.1	MT1IP	0.68971	0.064187
TC1900006471.hg.1	HCN2	0.6867475	0.048814
TC1200009722.hg.1	TNFRSF1A	0.6802625	0.040396
TC1900007384.hg.1	GDF15	0.6781	0.013982
TC0X00007918.hg.1	TNMD	0.6751175	0.081193
TC1000008315.hg.1	BMPR1A	0.6737975	0.008237
TC0200014620.hg.1	CACNB4	0.67135	0.013435
TC1100012949.hg.1	IFITM1	0.666145	0.015832
TC1100006879.hg.1	PARVA	0.6635025	0.029536
TC0500009544.hg.1	MSX2	0.66324	0.047411
TC1700012039.hg.1	0130370; RP11-10	0.6632025	0.022805
TC1200011474.hg.1	ATP2B1	0.6629675	0.089615
TC1900008432.hg.1	EHD2	0.6607525	0.034718
TC1000006652.hg.1	PFKFB3	0.6560825	0.076954
TC0200007237.hg.1	CRIM1	0.65408	0.083707
TC1600010421.hg.1	MT1G	0.653945	0.058214
Unmapped00000622.hg.1	GREM1	0.652085	0.020754
TC0200016571.hg.1	OSBPL6	0.650405	0.033907
TC1000007132.hg.1	BAMBI	0.649255	0.070844
TC1700011060.hg.1	FAM117A	0.6445975	0.020754
TC0400012641.hg.1	PDLIM3	0.64399	0.014123
TC1100011052.hg.1	FADS3	0.643235	0.036059
TC1400007201.hg.1	CDKN3	0.640865	0.014734
TC2100007917.hg.1	KRTAP11-1	0.639005	0.083707
TC0500013059.hg.1	CBY3	0.6386425	0.089337
TC0600012542.hg.1	UBE2J1	0.63611	0.013435
TC1200012234.hg.1	CLIP1	0.6341075	0.029311
TC1400009524.hg.1	ZFP36L1	0.6319475	0.020484
TC1700009333.hg.1	NXN	0.6284425	0.033907
TC0600013186.hg.1	CTGF	0.62806	0.093575
TC0400009322.hg.1	GALNT7	0.6280075	0.089615
TC1500010369.hg.1	MFGE8	0.6267775	0.063352
TC1200007859.hg.1	NAB2	0.6260275	0.015832
TC0400012821.hg.1	C4orf22	0.623755	0.047361
TC1900009754.hg.1	DNASE2	0.623495	0.008995
TC1700011074.hg.1	DLX3	0.6225375	0.016237
TC1600007966.hg.1	MT1H	0.6224825	0.063864
TC0700010719.hg.1	TBX20	0.6222575	0.007953
TC2100007803.hg.1	APP	0.6221525	0.014815
TC1900010706.hg.1	SERTAD1	0.6187925	0.048814
TC1900008416.hg.1	INAFM1	0.618225	0.019857
TC0900011938.hg.1	C9orf116	0.61488	0.053736

TC0800011634.hg.1	SNTB1	0.6128175	0.035301
TC0300013684.hg.1	TFRC	0.6120275	0.010786
TC0100009452.hg.1	FAM19A3	0.6113625	0.01441
TC0600012040.hg.1	TRAM2	0.61054	0.079699
TC1900009369.hg.1	PLIN3	0.60819	0.028639
TC0900011379.hg.1	MEGF9	0.6075175	0.095007
TC1700012310.hg.1	MFSD11	0.60698	0.039823
TC1400009151.hg.1	TRIM9	0.60385	0.051499
TC0800009529.hg.1	PPP1R3B	0.5950325	0.023634
TC0600012554.hg.1	BACH2	0.5933475	0.042799
TC0800011334.hg.1	KLF10	0.59026	0.019885
TC0100011920.hg.1	GALNT2	0.588315	0.043968
TC1400007665.hg.1	BBOF1	0.58761	0.021976
TC0300011200.hg.1	TKT	0.5864425	0.021503
Unmapped00000328.hg.1	DGKD	0.5857275	0.083707
TC1100007884.hg.1	SLC3A2	0.5849475	0.028639
TC1100012686.hg.1	ESAM	0.5826525	0.040117
TC1900008507.hg.1	FTL	0.58121	0.040148
TC1200010865.hg.1	ITGA7	0.58007	0.019885
TC0600008146.hg.1	RUNX2	0.578985	0.01049
TC0600010853.hg.1	GFOD1	0.578025	0.038333
TC0500010635.hg.1	HMGCS1	0.5725125	0.09986
TC1200012641.hg.1	RDH5	0.5724875	0.042782
TC1200008675.hg.1	TXNRD1	0.572415	0.035368
TC0300014090.hg.1	ATP13A3	0.5713275	0.021976
TC1800008287.hg.1	ANKRD29	0.56696	0.061048
TC1700006627.hg.1	SPNS2	0.56536	0.087532
TC0300012238.hg.1	HEG1	0.56459	0.031307
TC1600010603.hg.1	RRAD	0.5643	0.028639
TC0300012233.hg.1	ITGB5	0.5641525	0.021679
TC0900012157.hg.1	AKAP2	0.56053	0.039156
TC2100007037.hg.1	CBR3	0.558625	0.036649
TC1400010616.hg.1	SLC38A6	0.5498525	0.025274
TC0100008017.hg.1	RIMKLA	0.5481725	0.080167
TC0300010975.hg.1	KIF9	0.5474125	0.093525
TC0500007258.hg.1	GHR	0.54726	0.063597
TC1100009533.hg.1	ADAMTS15	0.546845	0.099937
TC1700011774.hg.1	TRIM47	0.5429975	0.060052
TC1000011606.hg.1	BLOC1S2	0.5411175	0.015386
TC0700008306.hg.1	FZD1	0.54058	0.07088
TC0100009908.hg.1	ECM1	0.5397825	0.022541
TC1000010172.hg.1	SVIL	0.5386525	0.076511
TC0100010887.hg.1	C1orf21	0.5366675	0.079459
TC2100007140.hg.1	ETS2	0.535835	0.04219
TC0100013713.hg.1	STK40	0.5351975	0.040148
TC1900007127.hg.1	IER2	0.5334775	0.029311
TC0100017575.hg.1	WNT9A	0.533355	0.05439
TC0300009324.hg.1	IQGAP1; SCHIP1; IQGAP-SCHIP1	0.5328575	0.029311
TC0300011525.hg.1	RYBP	0.532135	0.093575
TC1000010006.hg.1	DNAJC1	0.5261625	0.033907

TC0300007257.hg.1	CCR5	0.5257175	0.037257
TC1500008757.hg.1	ATP10A	0.523945	0.083402
TC1100013097.hg.1	REXO2	0.52005	0.090778
TC1900011663.hg.1	CCDC159	0.5194475	0.096851
TC0X00010877.hg.1	FAM122B	0.519055	0.020484
TC2200009236.hg.1	GGT1	0.51659	0.039397
TC0100006773.hg.1	SPSB1	0.51646	0.015622
TC1400007710.hg.1	JDP2	0.514905	0.019857
TC1700007791.hg.1	RARA	0.5148075	0.044279
TC1700008216.hg.1	KAT7	0.50975	0.05125
TC0300008550.hg.1	CSTA	0.50632	0.083707
TC1000008056.hg.1	VCL	0.50526	0.036649
Unmapped00000639.hg.1	SERTAD4	0.5031725	0.087852
TC0300013360.hg.1	ABCC5	0.5028875	0.052322
TC1100006494.hg.1	CD151	0.5020975	0.032167
TC1800007276.hg.1	CTIF; MIR4743	0.501635	0.045988
TC0400010688.hg.1	USP46	0.50094	0.049675
TC1600007965.hg.1	MT1F	0.5008575	0.063352
TC1800008821.hg.1	RAX	0.49594	0.042782
TC0500013064.hg.1	MGAT4B	0.4945525	0.063352
TC1700012361.hg.1	CDRT1	0.4921375	0.086088
TC0100007370.hg.1	RCAN3	0.4913225	0.056715
TC0200013135.hg.1	EVA1A	0.4895425	0.081553
TC0800007185.hg.1	RBPMS	0.4884475	0.073421
TC0200010858.hg.1	STK11IP	0.48659	0.054881
TC0200016597.hg.1	SPEG	0.4856775	0.091951
TC1900006499.hg.1	ARID3A	0.485395	0.013857
TC0X00011382.hg.1	ACSL4	0.4839225	0.089988
TC1900011867.hg.1	TMEM205	0.4804425	0.065308
TC1700007677.hg.1	DUSP14	0.47662	0.067922
TC1100008469.hg.1	SERPINH1	0.4759825	0.08467
TC0300014093.hg.1	PCYT1A	0.4748325	0.026099
TC0800010034.hg.1	GSR	0.474415	0.059872
TC0X00007507.hg.1	EFNB1	0.4742125	0.055098
TC1400010195.hg.1	WARS	0.473935	0.061412
TC0100013028.hg.1	EPHA2	0.470065	0.081684
TC1200008683.hg.1	CHST11	0.4699375	0.032144
TC1200010493.hg.1	DBX2	0.46939	0.034185
TC0900008109.hg.1	HABP4	0.4690475	0.029311
TC0400006583.hg.1	GRK4	0.466845	0.039397
TC1900011958.hg.1	ERF	0.46413	0.040117
TC1700006660.hg.1	KIF1C	0.4637875	0.037923
TC0200011054.hg.1	ARMC9	0.4613125	0.08286
TC0900012162.hg.1	ORM1	0.4589625	0.059063
TC1100007577.hg.1	TRIM48	0.4571225	0.069087
TC1000012423.hg.1	PFKP	0.453035	0.026119
TC0800007367.hg.1	ADAM9	0.45202	0.083707
TC1300009538.hg.1	OXGR1	0.44903	0.089615
TC0100010104.hg.1	ZBTB7B	0.44829	0.043968
TC2200009233.hg.1	ADORA2A	0.4470025	0.052426

TC1000006802.hg.1	CAMK1D	0.4455475	0.083408
TC1100009335.hg.1	C11orf63	0.4452775	0.095599
TC1000007990.hg.1	DDIT4	0.44519	0.084384
TC0600011376.hg.1	PPP1R18	0.444865	0.072647
TC0X00008198.hg.1	PLS3	0.4442525	0.041902
TC0700008563.hg.1	EPO	0.44271	0.049675
TC0X00010356.hg.1	BTK	0.4420925	0.072053
TC0400012621.hg.1	ACSL1	0.4416425	0.089988
TC1600007960.hg.1	MT1M	0.44157	0.085213
TC1100011295.hg.1	CCDC87	0.4415375	0.032939
TC1700012370.hg.1	TBC1D28	0.440995	0.068578
TC1100011652.hg.1	GDPD5	0.438865	0.063864
TC1100009521.hg.1	APLP2	0.4383925	0.062066
TC0200006779.hg.1	FAM84A	0.437425	0.050232
TC0800008783.hg.1	SQLE	0.4365325	0.048814
TC2000006559.hg.1	CDC25B	0.4338375	0.069087
TC0900010971.hg.1	TBC1D2	0.43239	0.087317
TC0300007220.hg.1	ZNF502	0.4322275	0.096313
TC0800012290.hg.1	UBXN8	0.4317825	0.097452
TC0200013298.hg.1	ST3GAL5	0.431575	0.099173
TC0X00008833.hg.1	FAM50A	0.43152	0.054722
TC2100007508.hg.1	KCNE1	0.430735	0.083707
Unmapped00000145.hg.1	SAG	0.4290025	0.091951
TC0100018463.hg.1	RHOC	0.42836	0.038773
TC0700006629.hg.1	FSCN1	0.4280175	0.091951
TC2200006501.hg.1	IL17RA	0.427245	0.084479
TC1200008924.hg.1	DTX1	0.4251675	0.069123
TC2200008966.hg.1	KIAA0930	0.42494	0.084891
TC2100008417.hg.1	COL18A1-AS1	0.424675	0.061141
TC1200012597.hg.1	MGST1	0.4229825	0.042564
TC1500006896.hg.1	SPRED1	0.42189	0.055828
TC1400010033.hg.1	ASB2	0.4190025	0.067659
TC1100013192.hg.1	CLCF1	0.411835	0.07981
TC1800006506.hg.1	MYL12A	0.4118075	0.075624
TC0500012938.hg.1	CLTB	0.41161	0.037257
TC1900011331.hg.1	ZNF665	0.40821	0.073421
TC2200007246.hg.1	MYH9	0.40808	0.043948
TC0900011404.hg.1	STOM	0.4075	0.065308
TC0200011062.hg.1	B3GNT7	0.40729	0.089722
TC1100011451.hg.1	FGF4	0.406285	0.039397
TC0600011065.hg.1	KIAA0319	0.4056	0.09271
TC1200011310.hg.1	PHLDA1	0.4050425	0.058214
TC0200011130.hg.1	DGKD	0.404785	0.062916
TC0600011809.hg.1	CCND3	0.40398	0.08302
TC0600007477.hg.1	MOG	0.40262	0.081193
TC0500009346.hg.1	WWC1	0.40221	0.088133
TC1200010158.hg.1	KRAS	0.4004875	0.09271
TC0100011721.hg.1	CAPN2	0.4002425	0.056379
TC1000012582.hg.1	RRP12	0.399745	0.099979
TC0100010577.hg.1	MROH9	0.39919	0.054722

Unmapped00000098.hg	DGKD	0.3974525	0.061889
TC1200010653.hg.1	CERS5	0.39564	0.049941
TC0100017212.hg.1	SLC30A1	0.392975	0.070844
TC0400008616.hg.1	BBS12	0.38977	0.090101
TC1700009385.hg.1	SLC43A2	0.3897275	0.063352
TC0600014215.hg.1	GMDS	0.385335	0.095007
TC1900008184.hg.1	CIC	0.385205	0.067922
TC0700006915.hg.1	MALSU1	0.3839975	0.087852
TC0800007245.hg.1	MAK16	0.3837225	0.045988
TC0300006687.hg.1	CCDC174	0.3833175	0.054722
TC0300008964.hg.1	MRPS22	0.3758225	0.081553
TC0100016296.hg.1	GPA33	0.3753975	0.047411
TC1200012153.hg.1	PXN	0.37468	0.095007
TC0700013341.hg.1	CHN2	0.370945	0.089615
TC0600012871.hg.1	TRAF3IP2	0.36989	0.083707
TC1600008141.hg.1	CBFB	0.368255	0.05933
TC1600006641.hg.1	FLYWCH2	0.3676425	0.063528
TC0200016570.hg.1	HOXD3	0.36505	0.063352
TC1900006588.hg.1	GADD45B	0.365	0.079699
TC1200010145.hg.1	BCAT1	0.36338	0.072053
TC1700008945.hg.1	SPHK1	0.3625075	0.079699
TC0900007064.hg.1	DNAJB5	0.362205	0.09375
TC0200008617.hg.1	PDCL3	0.361595	0.070844
TC1100010051.hg.1	TMEM9B	0.3612575	0.073139
TC2200008467.hg.1	PLA2G3	0.3595275	0.069087
TC0900008869.hg.1	ODF2	0.3594225	0.057268
TC0900011177.hg.1	TXN	0.3542575	0.061048
TC0800010275.hg.1	PLAT	0.3542225	0.08515
TC1100011058.hg.1	FTH1	0.3540125	0.057585
TC0300013934.hg.1	EMC3	0.35272	0.087258
Unmapped00000001.hg	ZKSCAN7	0.351625	0.071512
TC1300008108.hg.1	F7	0.350515	0.077921
TC1800006757.hg.1	LDLRAD4	0.350515	0.089988
TC0300013874.hg.1	SRPRB	0.349685	0.079699
TC0X00010880.hg.1	MOSPD1	0.34955	0.081684
TC0500010835.hg.1	PLK2	0.3455325	0.065979
TC0100015196.hg.1	PSMA5	0.3431525	0.065529
Unmapped000000819.hg	PCYT1A	0.3410525	0.083707
TC1000011673.hg.1	PITX3	0.3404625	0.07981
TC0700009696.hg.1	CHPF2; MIR671	0.3385775	0.095007
TC1200008107.hg.1	RAP1B	0.33849	0.068526
TC0500008849.hg.1	CYSTM1	0.3313375	0.06381
TC0800006873.hg.1	PDGFRL	0.3303525	0.082814
TC0400008086.hg.1	IBSP	0.32945	0.088133
TC0200007477.hg.1	SOC55	0.3288325	0.092
TC1900011114.hg.1	LHB	0.3214525	0.089722
TC0900010661.hg.1	CDK20	0.3184675	0.099735
TC1700011233.hg.1	MRPS23	0.3176525	0.073421
Unmapped000000525.hg	BCL2L14	0.3168325	0.090037
TC0200016580.hg.1	C2orf88	0.3149975	0.089615

TC0X00009695.hg.1	LINC01496	0.31016	0.096085
TC1200012642.hg.1	S1-RDH5; RP11-64	0.3059575	0.095007
TC0800006975.hg.1	BMP1	0.3019175	0.091951
TC0100007940.hg.1	CAP1	0.2908725	0.089615
TC1000011026.hg.1	USP54	-0.293345	0.092
TC1200008800.hg.1	UBE3B	-0.29789	0.095007
TC2000009014.hg.1	NDRG3	-0.30312	0.089615
TC0900008286.hg.1	SMC2	-0.3077025	0.095007
TC1500010072.hg.1	SIN3A	-0.3181075	0.092
TC0700012959.hg.1	EZH2	-0.320915	0.064187
TC2000007819.hg.1	CSTF1	-0.3265525	0.088133
TC2100007474.hg.1	PRMT2	-0.331705	0.081662
TC0900012225.hg.1	RNF38	-0.33424	0.081553
TC0X00007205.hg.1	HDAC6	-0.3368325	0.074228
TC0100017451.hg.1	TP53BP2	-0.337715	0.071772
TC0600011225.hg.1	HIST1H2AJ	-0.3383125	0.096517
TC1900007743.hg.1	ZNF507	-0.3389725	0.086099
TC0100018390.hg.1	SLC35E2	-0.3394225	0.086605
TC2000007218.hg.1	CEP250	-0.339945	0.08302
TC0600007268.hg.1	HIST1H4C	-0.341805	0.088857
TC1600007113.hg.1	C16orf62	-0.3485075	0.070844
TC0600011465.hg.1	EHMT2	-0.34879	0.077921
TC0500012162.hg.1	BRD8	-0.353885	0.065308
TC0300011801.hg.1	MINA	-0.35862	0.095007
TC0300011706.hg.1	VGLL3	-0.35959	0.067139
TC1000007925.hg.1	EIF4EBP2	-0.3601875	0.096313
TC0400012945.hg.1	HSD17B11	-0.3606375	0.088133
TC1200010119.hg.1	C2CD5	-0.3617425	0.091951
TC1900011968.hg.1	XRCC1	-0.36363	0.068526
TC1300008426.hg.1	USP12	-0.3637175	0.08286
TC0400006578.hg.1	SH3BP2	-0.36389	0.064187
TC0200015080.hg.1	PRKRA	-0.3644825	0.098507
TC1500010740.hg.1	DTWD1	-0.3681825	0.065308
TC1900008904.hg.1	KMT5C	-0.3696175	0.081662
TC0200010116.hg.1	DFNB59	-0.371265	0.092589
TC0200015431.hg.1	TMEM237	-0.37163	0.073421
TC0600011184.hg.1	HIST1H2BJ	-0.372195	0.087276
TC0X00007889.hg.1	DIAPH2	-0.3724075	0.070844
TC0100016969.hg.1	KLHL12	-0.37273	0.058863
TC0200013531.hg.1	KANSL3	-0.379075	0.056379
TC0200014192.hg.1	SAP130	-0.379785	0.091951
TC1000006917.hg.1	CACNB2	-0.38186	0.098033
TC0900007472.hg.1	ANKRD20A1	-0.385475	0.069123
TC1000011040.hg.1	CAMK2G	-0.3859425	0.06786
TC0600007287.hg.1	HIST1H3E	-0.3862	0.069108
TC0900007115.hg.1	GLIPR2	-0.38626	0.084239
TC0100018388.hg.1	SLC35E2B	-0.3863075	0.063352
TC0400012432.hg.1	HMGB2	-0.38709	0.056379
TC2200007574.hg.1	PARVB	-0.3871525	0.095007
TC1400009912.hg.1	GALC	-0.387905	0.076471

TC1900009198.hg.1	BTBD2	-0.38983	0.039397
TC0800011679.hg.1	ATAD2	-0.39001	0.07611
TC1500006999.hg.1	NUSAP1	-0.3908175	0.053804
TC1400009829.hg.1	CEP128	-0.391325	0.092303
TC0100009876.hg.1	H2H2AA3; HIST2H2	-0.3939625	0.088133
TC0600007868.hg.1	RNF8	-0.39607	0.076471
TC0600011870.hg.1	DNPB1	-0.3961925	0.090736
TC0900009581.hg.1	FREM1	-0.3989875	0.087852
TC1700007469.hg.1	ATAD5	-0.3991525	0.046604
TC1000010917.hg.1	LRRC20	-0.399285	0.088857
TC0100012490.hg.1	C1orf233	-0.3997425	0.09616
TC1900011055.hg.1	BSPH1	-0.40126	0.090593
TC1600011371.hg.1	SLX1A; SLX1B	-0.40195	0.080167
TC2000009780.hg.1	TCFL5	-0.4021625	0.086719
TC1100010856.hg.1	OR5M9	-0.402835	0.06786
TC0100013608.hg.1	MARCKSL1	-0.40343	0.07981
TC1700008331.hg.1	HLF	-0.4039625	0.080167
TC0100008126.hg.1	AKR1A1	-0.4039875	0.096408
TC0400010260.hg.1	SEPSECS	-0.404345	0.048814
TC0600008780.hg.1	CASP8AP2	-0.4043975	0.072372
TC2000007512.hg.1	PCIF1	-0.40518	0.039397
TC0600011233.hg.1	HIST1H3I	-0.40622	0.087532
TC0600007869.hg.1	CMTR1	-0.4066525	0.053882
TC1900012000.hg.1	TEAD2	-0.40679	0.049941
TC1500010731.hg.1	TRIM69	-0.4072825	0.070844
TC0100007716.hg.1	ZNF362	-0.4077525	0.087852
TC2200008610.hg.1	FOXRED2	-0.4078125	0.077921
TC0200007929.hg.1	GMCL1	-0.4079225	0.092
TC0700008755.hg.1	DUS4L	-0.4093425	0.049571
TC0400012769.hg.1	BST1	-0.4096775	0.09271
TC1200010917.hg.1	TIMELESS	-0.411655	0.061412
TC0500007077.hg.1	NPR3	-0.4129075	0.068526
TC1300007248.hg.1	CKAP2	-0.4129575	0.081193
TC1700010618.hg.1	TOP2A	-0.4152875	0.052426
TC0200013535.hg.1	LMAN2L	-0.4200775	0.098507
TC0700011979.hg.1	GPC2	-0.4207025	0.089615
TC1200012573.hg.1	RHNO1	-0.42234	0.043948
TC1700011761.hg.1	RECQL5	-0.42318	0.053736
TC0600007700.hg.1	KIFC1	-0.4271225	0.042782
TC0100011581.hg.1	CENPF	-0.43036	0.057585
TC2000008815.hg.1	BCL2L1	-0.4307275	0.061499
TC0X00010804.hg.1	ZNF280C	-0.4308225	0.081307
TC1400010624.hg.1	PTGR2	-0.4315475	0.082468
TC0300011173.hg.1	NT5DC2	-0.43289	0.082751
TC0600008863.hg.1	MANEA	-0.4331075	0.095007
Unmapped00000242.hg.1	KIF15	-0.43438	0.053604
TC0800007065.hg.1	CDCA2	-0.43524	0.084578
TC1600008577.hg.1	BCO1	-0.435985	0.090698
TC1100008847.hg.1	CEP57	-0.436105	0.032144
TC0300012718.hg.1	PLOD2	-0.438605	0.086605

TC1500008154.hg.1	ZSCAN2	-0.4398525	0.089615
TC0400007868.hg.1	PARM1	-0.4399375	0.09887
TC0400006994.hg.1	NCAPG	-0.442875	0.075663
TC1200009649.hg.1	CRACR2A	-0.44553	0.042782
TC0900010769.hg.1	NFIL3	-0.44666	0.070681
TC0300013989.hg.1	ABHD14B	-0.4479475	0.06786
TC1300007731.hg.1	GPR180	-0.4483325	0.077921
TC0100016831.hg.1	ASPM	-0.4489325	0.032939
TC1600011007.hg.1	MPHOSPH6	-0.4490475	0.065308
TC0100008260.hg.1	CDKN2C	-0.450245	0.094938
TC1700006592.hg.1	GSG2	-0.4515325	0.070844
TC0X00009890.hg.1	ZC4H2	-0.45266	0.070844
TC0X00006671.hg.1	MOSPD2	-0.45433	0.087276
TC0100013854.hg.1	SCMH1	-0.4570725	0.060361
TC0600007285.hg.1	HIST1H2AE	-0.4589225	0.055325
TC1700009254.hg.1	HEXDC	-0.4608625	0.034155
TC0100015701.hg.1	HIST2H3A; HIST2H3	-0.46108	0.099389
TC0600012631.hg.1	MMS22L	-0.4612375	0.058367
TC0200016561.hg.1	KLHL23	-0.4613425	0.04773
TC1500010755.hg.1	ANKDD1A	-0.462325	0.053804
TC1000008731.hg.1	RPARP-AS1	-0.462325	0.093965
TC0700012163.hg.1	EFCAB10	-0.462645	0.058214
TC0900009592.hg.1	PSIP1	-0.46296	0.061889
TC0200016563.hg.1	KLHL23	-0.46451	0.044574
TC0200016753.hg.1	CCDC141	-0.46498	0.061141
TC0900008497.hg.1	ZNF618	-0.465475	0.038026
TC2100008467.hg.1	C21orf58	-0.4682975	0.020754
TC1800009268.hg.1	DSC2	-0.46963	0.09271
TC0400007582.hg.1	KIAA1211	-0.470155	0.070844
TC0300011731.hg.1	CGGBP1	-0.471005	0.028639
TC1000010847.hg.1	DNA2	-0.4718975	0.067824
TC0X00006483.hg.1	GYG2	-0.4725775	0.046555
TC0900007953.hg.1	CENPP	-0.4730375	0.07981
TC0900009513.hg.1	TMEM261	-0.47555	0.049941
TC2100007355.hg.1	PFKL	-0.47586	0.055555
TC0900009673.hg.1	MLLT3	-0.475875	0.083707
TC0700011318.hg.1	ERV3-1; ZNF117	-0.4767475	0.044208
TC1600006904.hg.1	RMI2	-0.4768525	0.067139
TC0100016364.hg.1	SCYL3	-0.4769075	0.048589
TC1400008780.hg.1	NOVA1	-0.4770325	0.04756
TC0100011472.hg.1	HHAT	-0.47744	0.048814
TC0900010969.hg.1	CORO2A	-0.4775675	0.081553
TC1500009639.hg.1	ICE2	-0.4796675	0.075663
TC0100011871.hg.1	HIST3H2BB	-0.47976	0.039397
TC0300013103.hg.1	RPL22L1	-0.4798075	0.063634
TC1200012143.hg.1	CIT; MIR1178	-0.4806275	0.086605
TC0300009126.hg.1	GYG1	-0.4807375	0.094546
TC0900012180.hg.1	PHYHD1	-0.4811475	0.083707
TC0500010085.hg.1	CMBL	-0.4822325	0.075569

TC0100018302.hg.1	EFNA4	-0.4823625	0.047126
TC0100018200.hg.1	SEPN1	-0.4831975	0.022581
TC1000007056.hg.1	THNSL1	-0.4840975	0.075569
TC1700010802.hg.1	MPP2	-0.4842025	0.091803
TC0200016684.hg.1	TIA1	-0.4844625	0.056379
TC0600011255.hg.1	ZSCAN23	-0.4846475	0.088127
TC0200015631.hg.1	IKZF2	-0.4853725	0.069087
TC0100009877.hg.1	HIST2H3A	-0.4853775	0.078878
TC1500007392.hg.1	CCNB2	-0.4854475	0.092
TC0X00008055.hg.1	TBC1D8B	-0.48623	0.090736
TC0400011524.hg.1	TBCK	-0.48681	0.047411
TC1700007097.hg.1	GID4	-0.4890375	0.035368
TC0400011477.hg.1	CENPE	-0.489285	0.061048
TC0300012654.hg.1	TFDP2	-0.489395	0.095993
TC1200007499.hg.1	TMEM106C	-0.4903475	0.049182
TC0300007223.hg.1	KIF15	-0.4903875	0.079409
TC1800008399.hg.1	B4GALT6	-0.490875	0.089615
TC1000008471.hg.1	KIF11	-0.4909225	0.044134
TC0600009459.hg.1	ENPP1	-0.49169	0.028639
TC0900012120.hg.1	IL11RA	-0.49301	0.028639
TC0200015869.hg.1	AP1S3	-0.4937475	0.070671
TC1400008688.hg.1	C14orf93	-0.495935	0.078946
TC0600011136.hg.1	HIST1H2BG	-0.4962775	0.059742
Unmapped00000414.hg.1	TMEM42	-0.4976	0.076471
TC1700009694.hg.1	MYH10	-0.4978075	0.070369
TC0500011924.hg.1	ALDH7A1	-0.498205	0.028639
TC1500007659.hg.1	PIAS1	-0.49851	0.019885
TC0400008331.hg.1	NPNT	-0.4992775	0.067824
TC1900008369.hg.1	HIF3A	-0.4995575	0.083408
TC0100010553.hg.1	C1orf112	-0.50303	0.087338
TC0600011235.hg.1	ST1H2AM; HIST1H	-0.503475	0.087852
TC1100008983.hg.1	ACAT1	-0.50845	0.048589
TC1200006935.hg.1	ATF7IP	-0.5096375	0.09271
TC0X00007936.hg.1	CENPI	-0.509905	0.056664
TC0100015342.hg.1	SYT6	-0.5107325	0.058205
TC0200009687.hg.1	ARL6IP6	-0.51075	0.089615
TC2000008200.hg.1	PCED1A	-0.5120475	0.061499
TC0600010235.hg.1	MLLT4	-0.5131225	0.089722
TC0800006869.hg.1	SLC7A2	-0.513165	0.043948
TC0400009223.hg.1	CPE	-0.513805	0.077005
TC0700008617.hg.1	SH2B2	-0.5142225	0.026984
TC0200010658.hg.1	CPS1	-0.51697	0.095007
TC1000010070.hg.1	PRTFDC1	-0.5171025	0.08062
TC0100009788.hg.1	BCL9	-0.517355	0.027265
TC0600012817.hg.1	AK9	-0.52058	0.0939
TC0600007374.hg.1	HIST1H2AI	-0.52143	0.076471
TC0500013392.hg.1	CCNJL	-0.5220125	0.034346
TC0600011232.hg.1	HIST1H1B	-0.5221	0.061465
TC1200012706.hg.1	ACAD10	-0.5227175	0.047411
TC0100018417.hg.1	ALDH4A1	-0.5229875	0.045766

TC0200016494.hg.1	CNNM4	-0.5242125	0.022541
TC0700010437.hg.1	RAPGEF5	-0.524235	0.03393
TC0100010301.hg.1	VANGL2	-0.5249025	0.081256
TC0500011804.hg.1	DTWD2	-0.5251725	0.028639
TC0600008462.hg.1	COL19A1	-0.52734	0.087532
TC1400008919.hg.1	CFL2	-0.528295	0.09986
TC0900011769.hg.1	FAM78A	-0.5285825	0.065308
TC0200011551.hg.1	ADI1	-0.529505	0.019885
TC1500007612.hg.1	DIS3L	-0.529675	0.054201
TC0600012652.hg.1	FAXC	-0.5298825	0.052483
TC0600014083.hg.1	HIST1H2AG	-0.5323125	0.026119
TC1200009621.hg.1	FOXM1	-0.53304	0.048371
TC0600007274.hg.1	HIST1H2BD	-0.5349775	0.053804
TC0900009231.hg.1	FAM69B	-0.5353675	0.029311
TC2200009336.hg.1	NIPSNAP1	-0.5355725	0.020416
TC0X00010387.hg.1	TMSB15A	-0.53867	0.055814
TC2000008123.hg.1	NRSN2-AS1	-0.5403275	0.035368
TC0X00009057.hg.1	MID1	-0.54404	0.023634
TC1000009919.hg.1	TRDMT1	-0.5451725	0.088133
TC0100007562.hg.1	TRNAU1AP	-0.545625	0.092
TC1900008113.hg.1	LTBP4	-0.546195	0.073126
TC1900006991.hg.1	SLC44A2	-0.5476425	0.023084
TC1200010050.hg.1	LMO3	-0.5487175	0.019885
TC1200012666.hg.1	TMEM19	-0.549385	0.043968
TC0100018285.hg.1	NBPF19	-0.5495725	0.037257
TC0400012458.hg.1	HPGD	-0.5505225	0.037257
TC0600008630.hg.1	TTK	-0.55092	0.081553
TC0500011705.hg.1	NREP	-0.55134	0.021514
TC0100013369.hg.1	STMN1; MIR3917	-0.5514425	0.015902
TC0600007789.hg.1	ZNF76	-0.552015	0.024183
TC0600013602.hg.1	FBXO5	-0.552495	0.043948
TC0600011124.hg.1	HIST1H3B	-0.552555	0.083707
TC0800011158.hg.1	C8orf37	-0.553665	0.087276
TC2200007069.hg.1	OSBP2	-0.5548925	0.04434
TC2100008095.hg.1	PIGP	-0.5579425	0.092
TC1100008819.hg.1	KDM4D	-0.55817	0.038026
TC0X00009867.hg.1	SPIN4	-0.5592275	0.040063
TC0400012251.hg.1	C4orf46	-0.559305	0.076438
TC1200011330.hg.1	E2F7	-0.5614775	0.042782
TC0900011163.hg.1	PTPN3	-0.56193	0.047518
TC1200009676.hg.1	AKAP3	-0.56201	0.068578
TC1700008769.hg.1	KCNJ2	-0.564705	0.049814
TC0X00010837.hg.1	MBNL3	-0.56491	0.039397
TC0600013458.hg.1	EPM2A	-0.566615	0.047361
TC1700009679.hg.1	AURKB	-0.5676475	0.088133
TC1100011742.hg.1	KCTD21	-0.569855	0.063209
TC0600010802.hg.1	ELOVL2	-0.5698775	0.024183
TC1200011327.hg.1	CSRP2	-0.57013	0.043948
TC0500008582.hg.1	ISOC1	-0.5707275	0.032531
TC0500007143.hg.1	SKP2	-0.573355	0.081193

TC1800008070.hg.1	PIEZO2	-0.5748775	0.091951
TC1200007891.hg.1	DTX3	-0.5767925	0.016877
TC1800007411.hg.1	NEDD4L	-0.5780075	0.032144
TC0100008607.hg.1	RAVER2	-0.578775	0.026407
TC0100009870.hg.1	HIST2H4B; HIST2H4	-0.5821925	0.070844
TC1900010360.hg.1	ANKRD27	-0.58267	0.047411
TC0300011314.hg.1	C3orf67	-0.5849625	0.063352
TC1100006773.hg.1	TUB	-0.586995	0.054722
TC1200007630.hg.1	LETMD1	-0.58719	0.043948
TC1400010714.hg.1	HAUS4; MIR4707	-0.5903825	0.04756
TC1100010026.hg.1	LMO1	-0.593495	0.047361
TC0500008437.hg.1	TNFAIP8	-0.5948025	0.04434
TC0600011135.hg.1	ST1H3D; HIST1H2A	-0.6002	0.063352
TC0700013338.hg.1	GLCC1	-0.6007975	0.08302
TC0100015707.hg.1	HIST2H4A; HIST2H4	-0.60244	0.061048
TC1700011181.hg.1	MMD	-0.604425	0.027997
TC1000006862.hg.1	OLAH	-0.6044475	0.04756
TC0900012155.hg.1	MSANTD3-TMEFF1	-0.6060125	0.028639
TC2200007620.hg.1	FBLN1	-0.6075175	0.033907
TC1600011449.hg.1	SPIRE2	-0.6078375	0.020295
TC0200010907.hg.1	ACSL3	-0.6078375	0.048814
TC1900007113.hg.1	DAND5	-0.61008	0.063352
TC0600011228.hg.1	HIST1H2AK	-0.610305	0.079699
TC0900012154.hg.1	TMEFF1	-0.6116975	0.021503
TC0900007740.hg.1	RMI1	-0.61218	0.028796
TC0400008348.hg.1	HADH	-0.61229	0.022541
TC1100010792.hg.1	FOLH1	-0.6134675	0.080883
TC1200008597.hg.1	GAS2L3	-0.6162675	0.055828
TC1700006611.hg.1	CYB5D2	-0.617635	0.028639
TC0100018440.hg.1	STIL	-0.619	0.059872
TC0600008632.hg.1	BCKDHB	-0.6212275	0.024301
TC0200015087.hg.1	SESTD1	-0.6242475	0.078749
TC0600014084.hg.1	HIST1H4I	-0.62729	0.032948
TC0100015711.hg.1	HIST2H2AB	-0.63107	0.027894
TC0100017358.hg.1	SLC30A10	-0.631445	0.040063
TC0600008319.hg.1	FAM83B	-0.63757	0.019857
TC0700011905.hg.1	BAIAP2L1	-0.6401625	0.053604
TC1100012229.hg.1	KDELC2	-0.6413525	0.028639
TC0200012754.hg.1	FAM161A	-0.64235	0.070844
TC0200015650.hg.1	FN1	-0.642975	0.057653
TC0600007301.hg.1	BTN3A2	-0.643595	0.0134
TC0600007282.hg.1	HIST1H2BF	-0.6442425	0.091951
TC1200007892.hg.1	ARHGEF25	-0.6452775	0.012696
TC2000007089.hg.1	TPX2	-0.6465225	0.019857
TC1000010758.hg.1	RTKN2	-0.64655	0.026376
TC0900011246.hg.1	ZNF883	-0.64673	0.090778
TC1700010560.hg.1	PLXDC1	-0.6474825	0.029223
TC0700009083.hg.1	AHCYL2	-0.65429	0.07611
TC2200007672.hg.1	GRAMD4	-0.656595	0.063597
TC0900009606.hg.1	BNC2	-0.6580725	0.061048

TC0200010421.hg.1	AOX1	-0.6602825	0.077675
iUnmapped00000732.hg	SLC37A4	-0.661065	0.070844
TC1600011375.hg.1	QPRT	-0.6633925	0.068526
TC0700013342.hg.1	CHN2	-0.6654175	0.030072
TC0X00006791.hg.1	PTCHD1	-0.6654625	0.082468
TC0600011138.hg.1	HIST1H1D	-0.666355	0.047927
TC0200013376.hg.1	EIF2AK3	-0.6663825	0.022541
TC1800006484.hg.1	NDC80	-0.666565	0.090778
TC0300007077.hg.1	ACVR2B	-0.66866	0.030104
TC1400009770.hg.1	ZDHHC22	-0.6698625	0.061141
TC0300011324.hg.1	FHIT	-0.670895	0.079699
TC0X00009107.hg.1	GEMIN8	-0.6780575	0.054722
TC0300008853.hg.1	TMEM108	-0.67977	0.009488
TC1300009984.hg.1	SLITRK5	-0.687275	0.023634
TC0600011224.hg.1	HIST1H2BL	-0.68838	0.037257
TC0200014785.hg.1	FIGN	-0.6893825	0.061033
TC0X00008017.hg.1	PLP1	-0.69166	0.08286
TC2100007872.hg.1	GRIK1	-0.6922025	0.092589
TC1900008012.hg.1	CATSPERG	-0.6937725	0.036649
TC1800008317.hg.1	ZNF521	-0.69379	0.013435
TC0400010242.hg.1	PPARGC1A	-0.6955275	0.038873
TC0X00011083.hg.1	TMEM185A	-0.69785	0.017943
TC1900007688.hg.1	CCNE1	-0.6995975	0.089615
TC0200015601.hg.1	KANSL1L	-0.7008075	0.062066
TC0300014073.hg.1	PLCH1	-0.7066325	0.011167
TC0400012473.hg.1	GPM6A	-0.7091075	0.084891
TC0900007904.hg.1	SYK	-0.711215	0.013133
TC1200010795.hg.1	RARG	-0.716465	0.036584
TC0100008779.hg.1	ST6GALNAC3	-0.716785	0.019885
TC1700011364.hg.1	BRIP1	-0.7214625	0.008043
TC1400010777.hg.1	TC2N	-0.7342875	0.028639
TC1800009029.hg.1	CYB5A	-0.7359325	0.017866
TC0200014845.hg.1	SPC25	-0.7360025	0.038773
TC1100007430.hg.1	GYLTL1B	-0.7398125	0.09616
TC0X00006891.hg.1	GK	-0.74031	0.039397
TC0500011157.hg.1	GCNT4	-0.740835	0.019857
TC1000009851.hg.1	FRMD4A	-0.741735	0.022541
TC0600011123.hg.1	HIST1H4B	-0.7418625	0.04756
TC0600011127.hg.1	HIST1H1C	-0.7450425	0.034278
TC0800012330.hg.1	NDUFAF6	-0.745605	0.042782
TC1600010532.hg.1	CDH8	-0.7462675	0.009488
TC1300006802.hg.1	BRCA2	-0.748595	0.008043
TC0600007375.hg.1	HIST1H3H	-0.751355	0.021503
TC1000010843.hg.1	PBLD	-0.75385	0.033907
TC0500012662.hg.1	ZBED8	-0.75501	0.068526
TC1200012741.hg.1	ANO2	-0.7587225	0.019561
TC1200010490.hg.1	NELL2	-0.75927	0.008043
TC1100012526.hg.1	USP2	-0.76691	0.048814
TC0700007426.hg.1	ADCY1	-0.7716925	0.014123
iUnmapped00000754.hg	FMN1	-0.7721725	0.017665

TC1600009545.hg.1	ABCC6	-0.7737525	0.009083
TC0400006639.hg.1	NSG1; D4S234E	-0.77496	0.01508
TC0100016431.hg.1	TNFSF4	-0.7750025	0.061048
TC0700006619.hg.1	SLC29A4	-0.7821825	0.013906
TC1000009714.hg.1	PRKCQ	-0.7865475	0.085207
TC1600009954.hg.1	MAPK3	-0.7881425	0.006068
TC1000008995.hg.1	ATRNL1	-0.7920075	0.035368
TC1900008946.hg.1	GALP	-0.795335	0.036992
Unmapped00000626.hg.1	FMN1	-0.8010875	0.038026
TC1700012457.hg.1	AXIN2	-0.8048775	0.011167
TC1100011886.hg.1	RAB38	-0.810565	0.055828
TC0400008879.hg.1	GAB1	-0.8180225	0.040117
TC1100008553.hg.1	KCTD21-AS1	-0.8191725	0.034155
TC1500010160.hg.1	CTSH	-0.81979	0.025348
TC0600009710.hg.1	STX11	-0.82215	0.041278
TC0100009333.hg.1	GPSM2	-0.822295	0.014765
TC0900006438.hg.1	DOCK8	-0.82655	0.019885
TC0100009241.hg.1	S1PR1	-0.8277725	0.049675
TC1000007072.hg.1	APBB1IP	-0.82867	0.019885
TC0200016555.hg.1	TBR1	-0.82908	0.009488
TC0100014543.hg.1	DEPDC1	-0.831875	0.053738
TC0400009258.hg.1	PALLD	-0.8327325	0.021254
TC1200006647.hg.1	GNB3	-0.8337175	0.05059
TC0900009905.hg.1	CNTFR	-0.8349375	0.08467
TC0300012112.hg.1	B4GALT4	-0.840175	0.023634
TC0200014790.hg.1	GRB14	-0.840755	0.088127
TC1200011588.hg.1	USP44	-0.849695	0.009372
TC1400009684.hg.1	ALDH6A1	-0.85366	0.09271
TC1500010422.hg.1	IDH2	-0.85662	0.008237
TC0600012597.hg.1	EPHA7	-0.86599	0.028639
TC1800007052.hg.1	ASXL3	-0.86946	0.00672
TC0600008303.hg.1	LRRC1	-0.8702175	0.007953
TC0400009543.hg.1	TLR3	-0.874755	0.036649
TC0800011243.hg.1	FBXO43	-0.87494	0.043948
TC0200016073.hg.1	KCNJ13	-0.8829675	0.002555
TC0800009970.hg.1	PBK	-0.9007775	0.088857
TC0400012798.hg.1	ADGRL3	-0.9028775	0.060052
TC0100016218.hg.1	RGS5	-0.90433	0.060052
TC1500008794.hg.1	OCA2	-0.90957	0.063352
TC0500008454.hg.1	PRR16	-0.90989	0.042782
TC1000008875.hg.1	ADD3	-0.91225	0.039397
TC0X00011279.hg.1	TSPAN7	-0.9235	0.036059
TC1200011460.hg.1	KITLG	-0.923775	0.084891
TC1100010237.hg.1	ABCC8	-0.934985	0.029311
TC0400009860.hg.1	STX18	-0.9354225	0.008708
TC1200009985.hg.1	GSG1	-0.938585	0.008043
TC1000008271.hg.1	CDHR1	-0.9505275	0.026984
TC0400011916.hg.1	PCDH18	-0.9615175	0.047361
TC0800012322.hg.1	CA13	-0.97362	0.005816
TC1200011246.hg.1	PTPRR	-0.97829	0.050492

TC1400009617.hg.1	DPF3	-0.9976825	0.014765
TC0700008873.hg.1	CAV1	-1.009893	0.017376
TC0200015093.hg.1	ZNF385B	-1.013732	0.022805
TC1000012213.hg.1	FAM196A	-1.016845	0.057655
TC1100012794.hg.1	ARHGAP32	-1.01755	0.070844
TC1300008894.hg.1	RCBTB2	-1.031955	0.008694
TC0400007542.hg.1	KIT	-1.041875	0.009372
TC0X00006709.hg.1	NHS	-1.043988	0.008043
TC0600008038.hg.1	GUCA1A	-1.046247	0.013435
TC1700007408.hg.1	PIPOX	-1.059825	0.027265
TC1500008350.hg.1	SV2B	-1.06046	0.028639
TC1000011114.hg.1	KCNMA1	-1.072185	0.024914
TC1900011507.hg.1	ZSCAN5B	-1.083235	0.040396
TC1700011574.hg.1	ABCA8	-1.08391	0.003329
Unmapped00000713.hg	FMN1	-1.11694	0.019857
TC0500010615.hg.1	SEPP1	-1.117025	0.034278
TC0400009037.hg.1	MND1	-1.142222	0.069087
TC1600007448.hg.1	CORO1A	-1.14618	0.020484
TC1800006571.hg.1	ARHGAP28	-1.151803	0.048814
TC0200016755.hg.1	NEUROD1	-1.16906	0.068526
TC0300011251.hg.1	ERC2	-1.18397	0.00672
TC0300008271.hg.1	BBX	-1.194727	0.011167
TC0100008496.hg.1	FGGY	-1.2180675	0.054536
TC0X00010428.hg.1	GLRA4	-1.239075	0.019885
TC0100011788.hg.1	MIXL1	-1.2484375	0.015902
TC0400011263.hg.1	SPARCL1	-1.288755	0.083707
Unmapped00000559.hg	FMN1	-1.304358	0.015985
TC1700008757.hg.1	MAP2K6	-1.30536	0.009083
TC0200014728.hg.1	5-CD302; CD302; L	-1.339482	0.040117
TC1400007441.hg.1	AKAP5	-1.368015	0.003981
TC1000012579.hg.1	IT1; ARHGAP19-SLI	-1.371058	0.008995
TC1700010019.hg.1	MFAP4	-1.373882	0.024914
TC0300011852.hg.1	IMPG2	-1.416033	0.019885
TC0800008028.hg.1	PKIA	-1.475145	0.021679
TC0100017307.hg.1	USH2A	-1.502125	0.013395
TC1200008176.hg.1	LGR5	-1.504503	0.009083
TC0100016254.hg.1	RXRG	-1.5780325	0.035469
TC0500008470.hg.1	SNCAIP	-1.747532	0.033595
TC1700008673.hg.1	CACNG5	-1.814355	0.003243
TC0500009301.hg.1	GABRA6	-1.859058	0.015985
TC1400006562.hg.1	RPGRIP1	-2.01608	0.001682
TC1300009488.hg.1	DCT	-3.01387	0.006068

U87 NS

Affymetrix_ID	GeneSymbol	logFC (PEF/Sham)	adj.P.Val
TC2200008515.hg.1	BPIFC	1.1567775	0.004027064
TC1200010755.hg.1	KRT75	1.1315325	0.009877926
TC0500012392.hg.1	SPINK1	0.88713	0.031290592
TC0300011951.hg.1	MORC1	0.83622	0.069665424
TC0100015847.hg.1	SPRR2D	0.819075	0.005200956
TC0700009134.hg.1	CPA4	0.81749	0.01247524
TC0800008140.hg.1	ATP6V0D2	0.80054	0.011058322
TC0200016511.hg.1	IL1RN	0.7707775	0.005200956
TC1500007409.hg.1	GCNT3	0.751575	0.011726578
TC0800011646.hg.1	HAS2	0.729155	0.005200956
TC0700011876.hg.1	ASNS	0.7238675	0.005637494
TC0700009145.hg.1	MEST	0.7146725	0.011058322
TC0800008667.hg.1	NOV	0.7090225	0.004027064
TC0400007776.hg.1	FDCSP	0.661655	0.013312527
TC1800006733.hg.1	PRELID3A	0.6435375	0.005200956
TC1700011558.hg.1	SLC16A6	0.639685	0.011058322
TC0200013922.hg.1	IL36B	0.6345075	0.008102
TC2000008971.hg.1	GDF5	0.6232775	0.0114496
TC0800012386.hg.1	PINX1; MIR1322	0.6196325	0.009877926
TC0500012870.hg.1	STC2	0.61875	0.004027064
TC1000007176.hg.1	MAP3K8	0.610515	0.067443164
TC2200007204.hg.1	HMOX1	0.60623	0.0114496
TC0900010971.hg.1	TBC1D2	0.594405	0.025547592
TC2200007523.hg.1	SERHL	0.593735	0.043671166
TC1100012717.hg.1	PUS3	0.5899625	0.019594536
TC0200013899.hg.1	ZC3H8	0.5717025	0.026473153
TC0100009394.hg.1	CD53	0.567535	0.021228758
TC0900009861.hg.1	NOL6	0.562815	0.0114496
TC0300008550.hg.1	CSTA	0.54724	0.066496062
TC0700009411.hg.1	MGAM2	0.54379	0.017257589
TC1100013202.hg.1	ORAOV1	0.53871	0.035844342
TC1900006863.hg.1	LRRC8E	0.53866	0.046330913
TC0200016501.hg.1	IL1RL1	0.5358525	0.0114496
TC0X00008392.hg.1	UTP14A	0.5293425	0.011058322
TC0900007667.hg.1	PSAT1	0.5266675	0.008102
TC0700010582.hg.1	HIBADH	0.526495	0.066245496
TC0500008632.hg.1	SLC22A5	0.5218825	0.0512073
TC0700011010.hg.1	SUN3	0.5121825	0.030721619
TC0500012760.hg.1	SLIT3	0.5106325	0.067443164
TC1000011992.hg.1	SFXN4	0.5104925	0.021865032
TC0100016006.hg.1	GPATCH4	0.50834	0.008102
TC1900010836.hg.1	PSG4	0.500735	0.025547592
Unmapped00000292.hg	TGM4	0.4998025	0.09268633
TC1600011347.hg.1	ALG1; NAGPA-AS1	0.497595	0.076707853
TC0700013579.hg.1	SEMA3A	0.4948275	0.092203455
TC1800009242.hg.1	SERPINB2	0.4896025	0.021865032
TC1100007884.hg.1	SLC3A2	0.487385	0.010955303
TC1000009169.hg.1	ACADSB	0.48605	0.065232968

How the deposited data were processed for this re-analysis (not part of the article)

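The D283 arrays of 4 sham-exposed and 4 PEF-5-exposed samples, taken 24 h after exposure, were analysed, and the NHA and U87 NS arrays of the same study were not analysed here. The authors hybridised labelled RNA to Clariom S human arrays, read them with Command Console Suite 4.0+ and normalized them in Transcriptome Analysis Console 4.0.2.15, separately for each cell line. The submitters' processing notes name RMA. The deposited values are log2 signals, 1 per probe and array. No filter is given in the sources used here, nor a genome build, so no coordinates are printed. Arrays carry no counts and no depth.
The 21448 probes included no control probes and all were tested. The annotation of the array paired 17709 probes with 1 symbol and none with several, and 3739 probes had no symbol here. The current names in the NCBI RefSeq table of GRCh38.p14 changed no symbol. For 20 genes with more than 1 probe, the probe with the highest mean over the 8 arrays stood for the gene, and in 2 of them the probes differed in call. Genes without a paired probe are in no list, which applies to 3 of the 25 genes fixed in advance. Of the probes past the test, 41 had no symbol, each of which (41) Table S1 names, and by those names 11 belong to genes written in a list, 2 of which (MYH9 and FMN1) also have a named probe; some of these are given in the text by that name. Table S1 names probes at an adjusted p under 0.1 alone, so its names were not used in the list tests.
PEF-5 was compared with sham in limma 3.58.1 (R 4.3.3) with lmFit and eBayes at their defaults, no block, Benjamini-Hochberg adjustment over all probes and a threshold of 0.05, as the paper's methods name Limma and no further setting. Gene lists were tested with fgsea 1.28.0 (fgseaMultilevel, at least 5 measured genes, 10000 simple permutations, seed 1) on the moderated t of 1 probe per gene, with adjustment over the 50 lists. The paper used the C2cp collection of MSigDB, which was not used here. The lists held 1795 entries, of which 1609 were measured. They were written with Table S1 of the paper already read, so a list's direction is not fully independent of it. Members were counted at an adjusted p under 0.05 over all probes and when adjusted over the list alone.
The genes named in the text follow a rule fixed before the data were examined, with Table S1 already read. They are the 10 largest increases and the 10 largest decreases among genes past the test whose PEF-5 arrays all lie on one side of the sham arrays, the genes the paper names, in each list described up to 3 members with the largest change among those past the test, and a fixed set of genes of ferroptosis, NRF2, proliferation, repair, chromatin and mitochondria. The rule took 82 genes. Outside it, ESAM and the genes named through Table S1, apart from BRCA2, were chosen after their values were seen.
No 2 arrays held identical values, and the correlation between arrays lay between 0.98 and 0.99. The labels give both groups replicate numbers from 1 to 4. Samples with the same number deviated from their group means together, with correlations over all probes of 0.46, 0.14, 0.31 and 0.24, each above 0.1, and each of the 8 arrays correlated best with its own number in the other group. By this check, made before the fits were compared, the numbers pair the samples. The paper's methods name no pairing, and the legend of Fig. 6c speaks of matched controls without saying how they were matched, but the adjusted p of Table S1 equals that of the fit without a block to within 5.0e-07, so this fit stayed the reported one, and the blocked value is given where it changes a call or moves a count by over 1.5 times.
The alternatives set before the data were examined were a second quantile normalization, centring of each array on its median, leaving out the dimmest 25% or 50% of probes, eBayes with trend and robust, array quality weights, the replicate block, leaving out each array in turn, other thresholds, the mean of all probes of a gene, camera with a correlation of 0.01 or an estimated one, fry, ranking by log2 fold change, and lists without shared genes. Camera with an estimated correlation and the replicate block together, marker lists limited to genes below the median array signal in sham, and the share of change for each held-out PEF-5 array, with and without replicate 4, were added after seeing the data. The background correction cannot be redone from normalized values, and naming probes with several symbols by their first symbol had nothing to act on.
The procedure was tested on simulated data. With 200 of 21448 probes changed in noise of the size seen here, limma called a share of 0.840 of those changed by 1 on the log2 scale and 0.450 of those changed by 0.5, and 0.0851 of the called probes had not been changed. Of 20 lists of 40 genes shifted by 0.3 in independent noise over 17687 genes, fgsea called 20, and of 20 unshifted lists 1. Genes of several real lists are correlated (estimated correlation 0.61 for S-phase), so this share of false calls does not carry over to them.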

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

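The tests of marker lists, of PEF-5 replicate 1 and of PEF-5 replicate 4 were chosen, with their bounds, after the results were seen, the marker test was run on all markers and later again on those of low signal in sham, with a condition on single arrays and other tools added in between, and the marker genes VIM, COL1A2, GLUL and LUM were picked out after their values were seen.
The paper's text discusses actin, vesiculation and senescence in D283 cells from imaging or earlier work. Gene lists that it does not name for D283 among its gene set results were higher in PEF-5. The lists below, apart from the endothelial markers, were picked because they passed by fgsea with every PEF-5 array above every sham array. The exact permutation test gave p = 0.0286 for each, not adjusted over the 50 lists. That value follows from the choice and adds no support. In the ERK pathway output, 6 of 10 genes were higher and none was lower (8 higher when adjusted over the list alone), with NES 2.32, adjusted p = 7.7e-08 from fgsea, and adjusted p = 0.181 with an estimated correlation. Beside SPRY2 and SPRY4, the transcription factor ETV5 rose, with a log2 fold change of 1.67 (adjusted p = 0.00203). These genes stand in Table S1, which comes from the same arrays and had been read before any list was written. The scores of this and the other lists are therefore not independent of that table. Among actin-myosin genes and SRF targets, 6 of 29 genes were higher and none was lower (14 higher and 1 lower when adjusted over the list alone), with NES 2.44, adjusted p = 2.5e-07 from fgsea, and adjusted p = 0.181 with an estimated correlation, led by ACTN1, an actin crosslinker, with 1.21 (adjusted p = 0.00801). MYH9 had 0.46 (adjusted p = 0.261) in the probe that the annotation names, and 0.41 (standard error 0.09, adjusted p = 0.0439) in another that Table S1 alone names, a call lost whichever array was left out (adjusted p up to 0.125). Of the integrins, 4 of 19 genes were higher and none was lower (4 higher when adjusted over the list alone), with NES 1.83, adjusted p = 0.00785 from fgsea, and adjusted p = 0.191 with an estimated correlation, led by ITGA3 with 1.79 (adjusted p = 0.0407), a call lost without sham replicates 2, 3 or 4 or PEF-5 replicates 1, 2 or 3 (adjusted p up to 0.131). Among immediate early genes, 6 of 28 genes were higher and none was lower (12 higher and 1 lower when adjusted over the list alone), with NES 2.26, adjusted p = 2.2e-05 from fgsea, and adjusted p = 0.191 with an estimated correlation, led by ZFP36 with 1.07 (adjusted p = 0.00556). Of the senescence-associated secretory genes, 7 of 31 genes were higher and none was lower (11 higher and 1 lower when adjusted over the list alone), with NES 2.20, adjusted p = 4.6e-05 from fgsea, and adjusted p = 0.0634 with an estimated correlation, led by PLAU, the urokinase activator, with 1.18 (adjusted p = 0.00839). Of the ATF4 targets, 3 of 28 genes were higher and none was lower (4 higher when adjusted over the list alone), with NES 2.21, adjusted p = 4.0e-05 from fgsea, and adjusted p = 0.289 with an estimated correlation, led by SLC7A11 and by GDF15 with 0.68 (adjusted p = 0.0140). Of the iron uptake and transport genes, which the paper names for NHAs before it states that these effects were amplified in D283 cells, 4 of 47 genes were higher and none was lower (4 higher when adjusted over the list alone), with NES 1.79, adjusted p = 0.00361 from fgsea, and adjusted p = 0.181 with an estimated correlation, led by HMOX1, STEAP3 and TFRC. Of the metallothioneins, 2 of 11 genes were higher and none was lower (8 higher when adjusted over the list alone), with NES 2.14, adjusted p = 4.0e-05 from fgsea, and adjusted p = 0.220 with an estimated correlation, led by MT1X with 0.75 (adjusted p = 0.0322), a call lost without sham replicates 1, 2 or 3 or PEF-5 replicates 1, 2 or 3 (adjusted p up to 0.104). In the list of multivesicular bodies and lysosomes, 3 of 33 genes were higher and none was lower (3 higher when adjusted over the list alone), with NES 1.78, adjusted p = 0.00785 from fgsea, and adjusted p = 0.386 with an estimated correlation, led by GPNMB with 1.48 (adjusted p = 0.0236), a call lost without sham replicates 1 or 2 or PEF-5 replicate 2 (adjusted p up to 0.0850). The list itself was lost without sham replicate 3 (adjusted p = 0.102) and by fry (0.0629). In the list of plasma membrane repair, 2 of 32 genes were higher and 1 was lower (6 higher and 1 lower when adjusted over the list alone), with NES 1.84, adjusted p = 0.00642 from fgsea, and adjusted p = 0.351 with an estimated correlation; ANXA1 was among the higher, and CAV1 fell with -1.01 (adjusted p = 0.0174), a call lost without sham replicates 1 or 2 or PEF-5 replicate 3 (adjusted p up to 0.0604). The list was lost without the dimmer 50% of probes (adjusted p = 0.0519) and by camera with the preset correlation (0.0617), and the ATF4 list by fry (0.0615). Of the 12 macrophage and microglia markers none passed the test, over all probes or when adjusted over the list alone, while the list gave NES 1.63, adjusted p = 0.0449 from fgsea, and adjusted p = 0.220 with an estimated correlation, its adjusted p was 0.0873 with the replicate block, and it was not past the threshold in 13 of 20 alternatives. The 10 endothelial markers did not pass by fgsea (NES 1.60, adjusted p = 0.0615), but every PEF-5 array lay above every sham array (exact permutation test, p = 0.0286), and the adjusted p was 0.0220 by camera with the preset correlation, 0.0360 by fry and 0.238 with an estimated correlation, and the list was not past the threshold in 13 of 20 alternatives. Of these markers ESAM, an endothelial adhesion molecule, was higher and none was lower (1 higher when adjusted over the list alone), with a log2 fold change of 0.58 (adjusted p = 0.0401), a call lost whichever array was left out (adjusted p up to 0.125).
The first pattern weighed is the rise of ANXA1, the ERK pathway output and the actin-myosin genes. RNA of another adherent cell type in the PEF-5 samples would raise that cell type's abundant transcripts with them. The mean log2 signal of the ERK list differed by 1.13 between the groups, that of the 14 fibroblast and mesenchymal markers by 0.0344 (standard error 0.0368), that of the 12 astrocyte markers by 0.0555 (standard error 0.0880), that of the endothelial markers by 0.175 (standard error 0.0516) and that of the macrophage and microglia markers by 0.152 (standard error 0.0369). Over the 11 fibroblast and 9 astrocyte markers below the median array signal in sham, the differences were 0.0168 (standard error 0.0540) and 0.0797 (standard error 0.0921), as a high signal in D283 cells, such as that of VIM (11.80 in sham and 11.79 in PEF-5) or GLUL (12.71 in sham and 12.76 in PEF-5), would hide a small share; COL1A2, abundant in fibroblasts, had 7.93 in sham and 8.10 in PEF-5 and LUM 2.91 in sham and 2.73 in PEF-5, and 6 of the fibroblast markers stand in another list. These values argue against fibroblasts and, by a narrow margin (0.264 at 2 standard errors above the mean), astrocytes as the source, with the bound at 0.282. By these values, RNA of endothelial cells or macrophages cannot be told apart from an effect of the exposure on D283 cells. Nor can it be told apart from a change in which D283 cells survived, which was not tested. The endothelial and macrophage lists both lay higher in every PEF-5 array, by less than the bound. The paper describes D283 as a cell line from a culture collection and names no endothelial cells or macrophages, so the design gives no known source of such RNA.
The second pattern is the fall of the G2/M, histone, S-phase and DNA replication lists, in each of which PEF-5 replicate 1 lay lowest. With replicate 1 of both groups left out, the 3 other pairs were each lower in PEF-5, and their mean difference was -0.28 (standard error 0.04) for G2/M, -0.32 (0.03) for histones, -0.23 (0.04) for S-phase and -0.16 (0.01) for DNA replication. This is at least 0.771 of the difference over all pairs for G2/M and histones and 0.782 for S-phase and DNA replication, so 1 array is not the whole source. An earlier bound on unpaired ranges had left S-phase and DNA replication open, as PEF-5 replicate 4 lies within the sham range there. An effect of PEF-5 on proliferation stays open as the biological explanation. Chance also stays open for the S-phase, G2/M and DNA replication scores, whose size 7, 6 and 8 of 35 splits reach. Most of these splits keep most PEF-5 arrays in 1 group and so hold part of the exposure difference, which leaves them unable to settle this.
The third pattern is the smaller response of PEF-5 replicate 4. In the probes called without that array, its log2 change was a median of 0.63 of the mean of the other 3 in probes that rose and 0.59 in probes that fell; each other array held out in the same way gave 0.83 to 1.11, but with replicate 4 in the mean it was set against. In probes called from 2 of the PEF-5 replicates 1 to 3, the third of them gave 0.80 to 0.97, below 1 as the choice of probes favours, and replicate 4 0.53 to 0.65. A mixture with RNA of unexposed cells would give 1 share on the linear scale in both directions, and that share was 0.53 in rising and 0.67 in falling probes, a difference of 0.136 (bootstrap standard error 0.0268, over probes that are not independent), and 0.111 when the other arrays were averaged on the log2 scale. A first bound of 0.1 would have counted this against a mixture and was tightened after the result was seen, to 2 standard errors above 0.1 under both averagings, which is not reached; the linear shares of replicates 1 to 3 without replicate 4 also differ by direction, such as 0.69 and 0.85 in replicate 3, so a mixture and a weaker exposure of that sample, not tested, cannot be told apart here.
Among 222 groups of 4 arrays tested for an outlying array, 10 had one, where chance gives about 1 in 20. PEF-5 replicate 1 lay apart from the other PEF-5 arrays in KIF11 (log2 signal 9.14), ITGA7 (6.30) and the mean of the histone list (7.76). Sham replicate 1 lay apart from the other sham arrays in H4C2 (7.53), in the mean of the CDK inhibitors (8.19) and in that of the ATF4 targets (8.80). Sham replicate 4 did so in SLC7A11 (8.93) and BRCA1 (8.47), sham replicate 3 in CDKN1A (10.33) and PEF-5 replicate 4 in DNMT1 (8.33).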

How the results depend on the processing

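Camera with an estimated correlation and the replicate block together was chosen after seeing the data. The background correction could not be redone, and no probe had several symbols for that alternative to act on. Other splits of the 8 arrays into 4 and 4 show what regrouped arrays can reach. Many of them put 3 of the PEF-5 arrays with 1 sham array. Part of the exposure difference stays in those splits, so their level is not that of chance alone. Of the 35 splits, 1, the real one, gave 433 probes at an adjusted p under 0.05, and the highest of the others gave 14. The 7 other splits that part all 4 pairs of replicate numbers gave 0 probes. For the number of lists past the threshold, 1 split of 35, the real one, reached 27, but the highest of the others reached 22, and 20 among those that part all pairs, so fgsea also called many lists between regrouped arrays. For single lists, the size of the real NES was reached by 1 split of 35 for the histones (3.19, highest other 3.10), the NRF2 targets (2.81, 2.73) and ferroptosis (2.24, 2.14). This does not exclude chance for these 3, since 1 of 35 is the smallest share possible, several lists were tried and these splits ignore the pairing. The 8 splits that part all pairs are too few for a share under 0.05 (highest other among these 3.10, 2.70 and 1.81). The real size was reached by 2 splits for homologous recombination (2.44, 2.47), ferroptosis promoters (1.74, 1.74) and suppressors (2.07, 2.20), 6 for G2/M (2.98, 3.29) and excision repair (1.80, 2.03), 7 for S-phase (2.68, 3.00), cyclins (2.00, 2.37), histone-modifying enzymes (1.59, 1.86) and remodelling (1.99, 2.42) and 8 for DNA replication (2.55, 3.07), where chance cannot be excluded. Among the 8 splits that part all pairs, the real one was highest in all of these but G2/M, cyclins and excision repair. The other splits that reached the G2/M score all put 3 PEF-5 arrays in 1 group. Splits with 2 PEF-5 arrays in each group reached at most 2.64 for G2/M, and at most 20 lists past the threshold.
The counts of 227 probes higher and 206 lower moved to 392 and 514 with the replicate block, with which 221 of the higher and 197 of the lower probes were shared, and to 402 and 438 at an adjusted p under 0.1. The lower probes were 322 without the dimmer 50% of probes, 342 with trend and robust and 131 with at least a 1.5-fold change. With 1 array left out they lay between 87 and 238 higher and between 43 and 212 lower. Other settings stayed within 1.5 times. The block ended the calls of H4C2 and PPARGC1A (adjusted p = 0.0558 and 0.0514), of the stem-like markers (0.0586) and of the macrophage markers (0.0873), and brought TOP2A and CDKN1A past the threshold (0.0455 and 0.0260); it changed no other call reported here.
No list was higher or lower with camera's estimated correlation (0 and 0, with 12 at an unadjusted p under 0.05, and 0 and 0, with 7, when the block was added), and fry called 6 lists lower. The adjusted p with the estimated correlation, without and with the block, was 0.329 and 0.376 for S-phase, 0.220 and 0.376 for G2/M, 0.310 and 0.376 for cyclins, 0.414 and 0.376 for DNA replication, 0.191 and 0.304 for homologous recombination, 0.238 and 0.376 for excision repair, 0.181 and 0.373 for histones, 0.269 and 0.376 for histone-modifying enzymes, 0.269 and 0.304 for remodelling, 0.191 and 0.373 for NRF2 targets, 0.0939 and 0.304 for ferroptosis, 0.191 and 0.373 for its promoters, 0.238 and 0.355 for its suppressors. By fry it was 0.102 for S-phase, 0.105 for cyclins, 0.159 for DNA replication, 0.0629 for histone-modifying enzymes and the same for remodelling, while the CDK inhibitors (0.00948) and DNA methylation (0.0172) passed by fry, and DNA methylation by camera with the preset correlation (0.0350). After a second quantile normalization the NES was -1.45 for excision repair and -1.24 for histone-modifying enzymes, and without the dimmer 50% of probes -1.46 and -1.37. On log2 fold changes it was -1.34 for histone-modifying enzymes and 1.50 for ferroptosis promoters, and without NRF2 targets 1.24 for the suppressors, and none of these scores from fgsea passed 0.05.
With 1 array left out the NES ran from -1.64 to -1.42 for histone-modifying enzymes, 1.22 to 1.87 for ferroptosis promoters, 1.35 to 1.63 for CDK inhibitors (past the threshold without PEF-5 replicate 2) and 1.29 to 1.70 for NRF2 regulators (past it without PEF-5 replicate 3 or 4), and the other lists at claims kept their calls. Over all fgsea alternatives the highest adjusted p was 4.2e-05 for S-phase, 4.9e-14 for G2/M, 1.8e-04 for DNA replication, 1.4e-17 for histones, 3.4e-09 for NRF2 targets and 0.00557 for ferroptosis. The difference of the ferroptosis list mean was 0.366 without the dimmer 50% of probes, which leaves fewer genes. No called result reversed. Of 65 named genes past the test, 26 were called whichever array was left out, and leaving out 1 array ended between 7 and 35 calls. Apart from what the construction of a setting shows, the cause was not tested. Signals near the array's background compress fold changes, and no detection values were used here.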

Other observations

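In D283 cells 24 h after PEF-5, of 39 genes of mitochondrial fatty acid and branched-chain amino acid oxidation 4 were lower and none was higher at an adjusted p under 0.05 from limma (6 lower when adjusted over the list alone), with a median log2 fold change of -0.19, every PEF-5 array below every sham array (exact permutation test, p = 0.0286) and NES -2.21, adjusted p = 4.0e-05 from fgsea, and adjusted p = 0.220 with an estimated correlation. BCKDHB, of branched-chain keto acid breakdown, had a log2 fold change of -0.62 (adjusted p = 0.0243) and HADH, of fatty acid oxidation, -0.61 (adjusted p = 0.0225); both calls were lost without sham replicates 1, 2 or 4 or PEF-5 replicates 2 or 3 (adjusted p up to 0.0887 and 0.0822). The 32 genes of respiratory complex I did not pass (NES -0.77, adjusted p = 0.875 from fgsea), nor did the 40 of complexes II to V (NES -0.85, adjusted p = 0.839) or the 69 of the mitochondrial ribosome (NES -0.82, adjusted p = 0.870), and in these 3 lists limma called no gene, over all probes or when adjusted over the list alone (at an unadjusted p under 0.05, 2 were lower and 5 higher over the 3). Mitochondrial biogenesis and dynamics did not pass either (NES -1.09, adjusted p = 0.460), while every PEF-5 array lay below every sham array in the list mean (exact permutation test, p = 0.0286). PPARGC1A, a coactivator of mitochondrial biogenesis, had a log2 fold change of -0.70 (adjusted p = 0.0389) and an adjusted p of 0.0514 with the replicate block, a call also lost without sham replicates 2, 3 or 4 or PEF-5 replicates 2, 3 or 4 (adjusted p up to 0.122); TFAM had 0.02 (adjusted p = 0.915). The paper measured ATP and mitochondrial shape within the first hour after exposure, so these values belong to another time point.
PROM1, which encodes CD133, had a log2 fold change of -0.16 (adjusted p = 0.454) at a mean log2 signal of 11.95 ± 0.13 (SD, n = 4) in PEF-5 and 12.10 ± 0.04 (SD, n = 4) in sham. GADD45A, which the paper cites from its earlier work, had 0.33 (adjusted p = 0.156), with every PEF-5 array above every sham array. In the list of stem-like markers, LGR5 and KIT fell, the latter with a log2 fold change of -1.04 (adjusted p = 0.00937), and none rose, with NES -1.71, adjusted p = 0.0264 from fgsea, and adjusted p = 0.541 with an estimated correlation, and its adjusted p was 0.0586 with the replicate block. That call was also lost without sham replicate 1, sham replicate 2, PEF-5 replicate 1 or PEF-5 replicate 3 (adjusted p up to 0.286), after a second quantile normalization (0.0545), without the dimmer 50% of probes (0.304), by camera with the preset correlation (0.162) and by fry (0.210). Its mean log2 signal per array overlapped between the groups (exact unpaired permutation test, p = 0.0857) and was lower in PEF-5 in all 4 pairs. Of 39 photoreceptor genes 3 were lower and none was higher (4 lower and 1 higher when adjusted over the list alone), with NES -1.54, adjusted p = 0.0431 from fgsea, and adjusted p = 0.476 with an estimated correlation, and the mean log2 signal per array overlapped between the groups (exact unpaired permutation test, p = 0.114) and was lower in PEF-5 in all 4 pairs. That call was lost without sham replicate 1, sham replicate 2, PEF-5 replicate 3 or PEF-5 replicate 4 (adjusted p up to 0.179), without the dimmer 50% of probes (0.347), by camera with the preset correlation (0.0816) and by fry (0.210).
The other lists did not pass the threshold by fgsea with the main settings. They were nucleotide salvage (NES -0.66, adjusted p = 0.933), p53 targets (NES 1.07, adjusted p = 0.497), apoptosis regulators (NES -0.94, adjusted p = 0.680), ER chaperones and unfolded protein response (NES -0.80, adjusted p = 0.852), cytosolic heat shock proteins (NES 0.85, adjusted p = 0.783), cholesterol synthesis (NES 1.34, adjusted p = 0.194), filopodia and actin assembly (NES -0.97, adjusted p = 0.644), extracellular matrix (NES 1.08, adjusted p = 0.460), neuronal genes (NES -0.70, adjusted p = 0.933), ribosomal proteins (NES -0.82, adjusted p = 0.860), tRNA synthetases and tRNA processing (NES 1.24, adjusted p = 0.207), mRNA splicing core (NES 0.36, adjusted p = 1.00), astrocyte markers (NES 0.85, adjusted p = 0.783), fibroblast and mesenchymal markers (NES 1.00, adjusted p = 0.597) and melanocyte and pigment cell markers (NES -1.45, adjusted p = 0.128). The tRNA list passed without PEF-5 replicate 1 (adjusted p = 0.00470) and without the dimmer 50% of probes (adjusted p = 0.0266), and with 1 array left out its NES ran from 0.77 to 1.77. The melanocyte list was scored without DCT, since the annotation does not name its probe. In the filopodia list FMN1 had -0.51 (adjusted p = 0.147) in the probe that the annotation names, and 4 further probes that Table S1 alone names FMN1 were lower, the largest decrease with a log2 fold change of -1.30 (standard error 0.21, adjusted p = 0.0160), a call lost without sham replicates 1 or 2 (adjusted p up to 0.0560). The paper reports changes of nucleotide salvage and extracellular matrix sets for NHA, whose effects it states were amplified in D283 cells, and of tRNA and mRNA sets for U87 NS, and the values here are those of D283.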
